# Gli3 utilizes Hand2 to synergistically regulate tissue-specific transcriptional networks

**DOI:** 10.7554/eLife.56450

**Published:** 2020-10-02

**Authors:** Kelsey H Elliott, Xiaoting Chen, Joseph Salomone, Praneet Chaturvedi, Preston A Schultz, Sai K Balchand, Jeffrey D Servetas, Aimée Zuniga, Rolf Zeller, Brian Gebelein, Matthew T Weirauch, Kevin A Peterson, Samantha A Brugmann

**Keywords:** Gli transcription factors, Hand2, functional genomic, mandible, cis-regulatory modules, low affinity binding, Mouse

## Abstract

Despite a common understanding that Gli TFs are utilized to convey a Hh morphogen gradient, genetic analyses suggest craniofacial development does not completely fit this paradigm. Using the mouse model (*Mus musculus*), we demonstrated that rather than being driven by a Hh threshold, robust Gli3 transcriptional activity during skeletal and glossal development required interaction with the basic helix-loop-helix TF Hand2. Not only did genetic and expression data support a co-factorial relationship, but genomic analysis revealed that Gli3 and Hand2 were enriched at regulatory elements for genes essential for mandibular patterning and development. Interestingly, motif analysis at sites co-occupied by Gli3 and Hand2 uncovered mandibular-specific, low-affinity, ‘divergent’ Gli-binding motifs (**d**GBMs). Functional validation revealed these **d**GBMs conveyed synergistic activation of Gli targets essential for mandibular patterning and development. In summary, this work elucidates a novel, sequence-dependent mechanism for Gli transcriptional activity within the craniofacial complex that is independent of a graded Hh signal.

## Introduction

The Hedgehog (Hh) signaling pathway has been studied for decades in contexts ranging from organogenesis to disease (Nüsslein-Volhard and Wieschaus, 1980; Chang et al., 1994; Chiang et al., 1996; St-Jacques et al., 1999; Hebrok et al., 2000; Yao et al., 2002; Zhang et al., 2006). Transduction of the pathway in mammals relies on the activity of three glioma-associated oncogene (Gli) family members Gli1, 2, and 3, thought to be derived from duplications of a single ancestral gene similar to those found in lower chordates (Shin et al., 1999; Shimeld et al., 2007). While Gli2 and Gli3 transcription factors (TFs) function as both activators and repressors of Hh target genes (Dai et al., 1999; Sasaki et al., 1999; Bai et al., 2004; McDermott et al., 2005), genetic experiments have determined that Gli2 functions as the predominant activator of the pathway (Ding et al., 1998; Matise and Joyner, 1999; Park et al., 2000), whereas Gli3 functions as the predominant repressor (Persson et al., 2002). All Gli family members contain five zinc-finger domains and numerous approaches (ChIP, SELEX and Protein- Binding Microarray) have confirmed each recognizes a common consensus sequence, GACCACCC as the highest affinity site (Kinzler and Vogelstein, 1990; Hallikas et al., 2006; Vokes et al., 2007; Vokes et al., 2008; Peterson et al., 2012). This shared consensus sequence suggests other factors and variables contribute to shaping tissue-specific and graded Gli-dependent transcriptional responses.

The fundamental and prevailing hypothesis explaining graded Hh signal transduction is the morphogen gradient (Wolpert, 1969). In this model, the secreted morphogen (Sonic Hedgehog; Shh) emanates from a localized source and diffuses through a tissue to establish a gradient of activity. Responding cells are hypothesized to activate differential gene expression in a concentration dependent manner, which subsequently subdivides the tissue into different cell types. Over the years, there have been edits to the original morphogen gradient hypothesis including superimposition of a temporal variable (Dessaud et al., 2007; Dessaud et al., 2010; Balaskas et al., 2012) and understanding how the heterogeneity in receiving cells can lead to diverse responses to the morphogen (Jaeger et al., 2004; Dessaud et al., 2008; Balaskas et al., 2012). However, two highly studied tissues, the developing neural tube (NT) and limb, have provided the best support and understanding for the morphogen gradient as the primary mechanism used by the Hh pathway to pattern tissues.

In the NT, Shh is produced from the ventral floor plate and forms a concentration gradient along the dorsal-ventral (DV) axis that is subsequently translated into a Gli activity gradient with Gli activator (GliA) levels higher ventrally and Gli repressor (GliR) levels higher dorsally (Echelard et al., 1993; Roelink et al., 1994; Briscoe and Ericson, 2001; Wijgerde et al., 2002). These opposing GliA and GliR gradients correlate with *Gli2* and *Gli3* expression patterns, respectively, and are required for patterning motor neurons and interneurons along the DV axis of the NT (Lei et al., 2004). While the most ventral cell types are lost in Gli2 mutants, Gli3 mutants have only a moderate phenotype (Ding et al., 1998; Persson et al., 2002). These observations suggest that cell identity within the ventral NT is more sensitive to levels of GliA than GliR.

In contrast, the developing limb utilizes Gli3R to perform the major patterning role, with Gli2 playing only a minor role (Hui and Joyner, 1993; Mo et al., 1997; Bowers et al., 2012). Shh and Gli3R form opposing gradients across the anterior-posterior (AP) axis of the limb bud. Loss of *Gli3* results in polydactyly and a partial loss of AP patterning, suggesting that a Gli3R gradient is necessary to determine digit number and polarity (Wang et al., 2000; Litingtung et al., 2002; te Welscher et al., 2002). Furthermore, Gli3 is epistatic to Shh: the *Shh^-/-^;Gli3^-/-^* compound knockout has a polydactylous limb phenotype identical to the *Gli3* mutant alone, indicating that the major role of Shh in the autopod is to modulate Gli3R formation (Litingtung et al., 2002; te Welscher et al., 2002). Thus, these classic genetic studies established the understanding that the formation of distinct Gli2 (activator) and Gli3 (repressor) gradients are necessary for converting the Hh signal transduction cascade into downstream gene expression responses within the vertebrate NT and limb.

The developing craniofacial complex represents another organ system heavily reliant upon Shh signal transduction for proper development and patterning (Helms et al., 1997; Marcucio et al., 2001; Hu, 2003; Cordero et al., 2004; Lan and Jiang, 2009; Young et al., 2010; Xu et al., 2019); however, the mechanisms by which the craniofacial complex translates a Shh signal remain much more nebulous than those in the NT or limb. Several issues contribute to the lack of clarity in the developing face. First, rather than the simple morphology of a tube or a paddle, the facial prominences have complex morphologies that rapidly and significantly change throughout development. Second, unlike the NT and limb, patterns of *Gli2* and *Gli3* expression are not spatially distinct within the facial prominences (Hui et al., 1994). For example, despite an epithelial source of Shh on the oral axis in the developing mandibular prominence (MNP), opposing gradients of *Gli2* and *Gli3* have not been reported. Finally, conditional loss of either *Gli2* or *Gli3* alone in the neural crest cell (NCC)-derived facial mesenchyme does not result in significant patterning defects indicative of a gain- or loss-of-Hedgehog function (Chang et al., 2016). Together, these data suggest that additional mechanisms of Gli-mediated Hh signal transduction are utilized during facial development to initiate proper patterning and growth.

In this study we combined expression, genetic, genomic and bioinformatic studies to identify a novel, Gli-driven mechanism of activating tissue-specific transcriptional networks to confer Hh-induced positional information independent of a morphogen gradient. Specifically, Gli3 and Hand2 utilize low-affinity, divergent GBM (**d**GBM) and E-boxes to promote synergistic activation of MNP targets, outside the highest threshold of Hh signaling. We uncovered novel genetic and physical interactions between Gli3 and the bHLH TF Hand2 within the developing MNP. Genomic binding analyses highlighted enrichment of both factors at the same CRMs and revealed a surprising, motif-dependent synergism distinct to Gli3 and Hand2. Importantly, this synergism is required for robust activation of Gli targets important for mandibular patterning, glossal development and skeletogenesis. Our findings suggest that context-dependent optimization of Gli- binding site occupancy in the presence of Hand2 is critical for modulating tissue-specific transcriptional output within a tissue that lacks an obvious Shh morphogen gradient. Hence, these findings define how craniofacial prominences can serve as distinct developmental fields that interpret Hh signals in a manner unique to other organ systems.

## Results

### Loss of Gli TFs and Hand2 generates micrognathia and aglossia

To attain a comprehensive understanding of Gli TF function during craniofacial development, we generated conditional mutant mice lacking *Gli2* and *Gli3* in the NCC-derived mesenchyme (*Gli2^f/f^;Gli3^f/f^;Wnt1-Cre,* herein referred to as *Gli2/3* cKO). While these mutants present with a variety of cranial defects including mid-facial widening, cleft lip/palate (Chang et al., 2016) and a domed cranial vault; we also observed a severe micrognathic phenotype in *Gli2/3* cKO embryos. Relative to wild-type embryos, *Gli2/3* cKO mutants presented with low-set pinnae, aglossia and micrognathia (Figure 1A–C’, I). While the distal mandible was hypoplastic and certain distal structures such as the incisors were absent, the proximal mandible was more severely affected. Proximal mandibular structures such as the coronoid, condylar, and angular processes, were almost completely lost (Figure 1D,I, Figure 1—figure supplement 1A–B) and posterior cranial skeletal structures including the tympanic ring were hypoplastic. Interestingly, conditional loss of either *Gli2* or *Gli3* alone (*Gli2^f/f^;Wnt1-Cre* or *Gli3^f/f^;Wnt1-Cre*) did not replicate the mandibular phenotype observed in double mutants (Chang et al., 2016).

**Figure 1.**
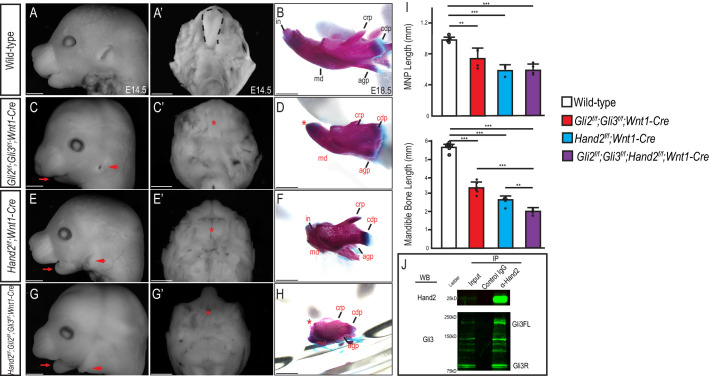
Gli and Hand2 are required for mandibular development *in vivo*. (**A,C,E,G**) Lateral cranial view or (**A’,C’,E’,G’**) dorsal mandibular view of wild-type, *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre, Hand2^f/f^;Wnt1-Cre*, and *Gli2^f/f^;Gli3^f/f^;Hand2^f/f^;Wnt1-Cre* embryos at E14.5. Red arrow indicates micrognathia. Red arrowhead indicates low-set pinnae. Dotted black line denotes tongue and red asterisk highlights observed aglossia. (**B,D,F,H**) Lateral view of Alizarin Red and Alcian Blue staining to mark bone and cartilage respectively in wild-type, *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre, Hand2^f/f^;Wnt1-Cre*, and *Gli2^f/f^;Gli3^f/f^;Hand2^f/f^;Wnt1-Cre* mandibles at E18.5. Abbreviations: md, mandible; in, incisor; crp, coronoid process; cdp, condylar process; (**I**) Measurements of MNP and mandibular bone. Data are expressed as mean + SD with individual data points. *p<0.05, **p<0.01, ***p<0.001. (**J**) Co-immunoprecipitation showing interaction between Gli3 and Hand2 within E10.5 MNPs. Scale bar: 1 mm. See also Figure 1—figure supplement 1. Figure 1—source data 1.Differences in gene expression levels from conditional KO bulk RNA-seq.

**Figure 1—figure supplement 1.**
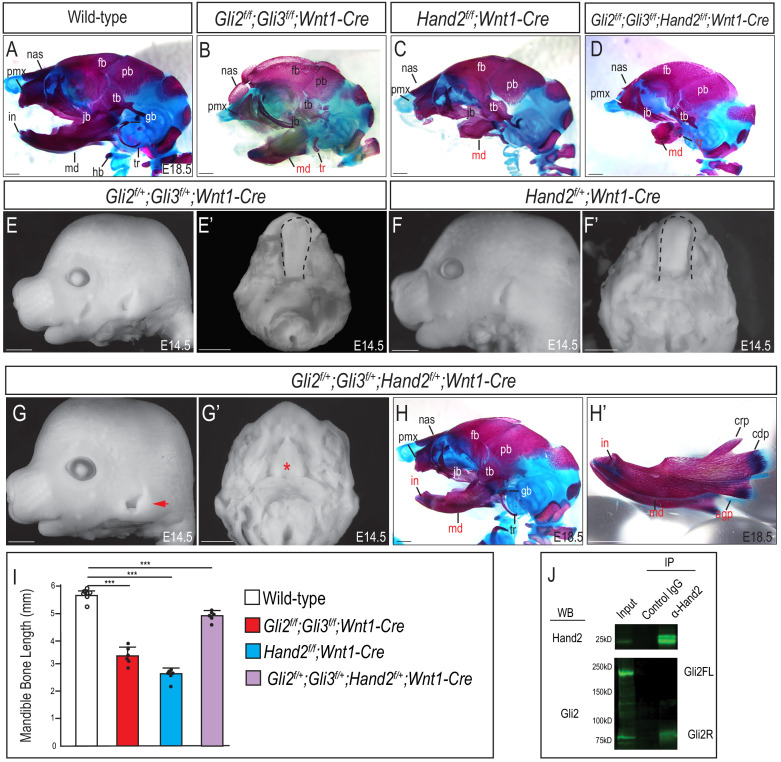
Variations in Gli and Hand2 affect craniofacial development. (**A–D**) Lateral cranial view of skeletal stains for whole heads of wild-type, *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre, Hand2^f/f^;Wnt1-Cre*, and *Gli2^f/f^;Gli3^f/f^;Hand2^f/f^;Wnt1-Cre* mutants at E18.5. (**E, F**) Lateral cranial view and (**E’, F’**) dorsal mandibular view of *Gli2^f/+^;Gli3^f/+^;Wnt1-Cre* and *Hand2^f/+^;Wnt1-Cre* embryos at E14.5. Dotted black line indicates presence of tongue in both allelic combinations. (**G–G’**) Lateral cranial and dorsal mandibular view of *Gli2^f/+^;Gli3^f/+^;Hand2^f/+^;Wnt1-Cre* mutants at E14.5. Red arrowhead indicates mildly low-set pinnae. Red asterisk highlights observed aglossia. (**H–H’**) Lateral cranial view of skeletal stain for whole head or mandible of *Gli2^f/+^;Gli3^f/+^;Hand2^f/+^;Wnt1-Cre* mutants at E18.5. (**I**) Measurements of triple heterozygotus mutant mandibular bone in relation to other conditional KOs (also shown in Figure 1). Data are expressed as mean + SD with individual data points. ***p<0.001. (**J**) Co-immunoprecipitation showing interaction between Gli2 and Hand2 within E10.5 MNPs. Abbreviations: agp, angular process; pmx, pre-maxilla; nas, nasal bone; jb, jugal bone; hb, hyoid bone; fb, frontal bone; pb, parietal bone; tb, temporal bone; g, gonial; tr, tympanic ring; hb, hyoid bone. Scale bar: 1 mm.

While *Hand2^f/f^;Wnt1-Cre* mutants (herein referred to as *Hand2* cKO) did not present with mid-facial, clefting or calvarial phenotypes, they did present with low-set pinnae, aglossia and micrognathia, similar to *Gli2/3* cKO embryos (Figure 1E–E’, I; Morikawa et al., 2007; Barron et al., 2011). Skeletal analysis of *Hand2* cKO mutants confirmed a dysmorphic and hypoplastic mandible and loss of Meckel’s cartilage (Figure 1F,I). Compared to the *Gli2/3* cKO embryos, *Hand2* cKO embryos exhibited a less severe proximal mandibular phenotype. While the tympanic ring and angular processes were absent, the coronoid and condylar processes were not severely hypoplastic (Figure 1—figure supplement 1C). Although the hyoid bone was present, it was abnormally fused to middle ear cartilage and underwent excessive/ectopic ossification (Barron et al., 2011). Most strikingly; however, the *Hand2* cKO mutants exhibited extreme distal jaw hypoplasia. Together, these phenotypic analyses suggested that while Gli2 and Gli3 were predominantly required for proximal jaw development and Hand2 was predominantly required for distal jaw development, both Gli2/3 and Hand2 were necessary for proper mandibular development.

To determine if and how Gli2/3 and Hand2 function together during mandibular development, we first tested if there was an epistatic relationship between Gli TFs and Hand2. We analyzed gene expression in both conditional KO mutant embryos by RNA-seq and did not detect significant changes in expression of *Hand2* in *Gli2/3* cKO MNPs, or significant changes in the expression of Shh pathway components in *Hand2* cKO MNPs (Supplementary file 1). Thus, in contrast to the limb (Vokes et al., 2008), these data suggest that rather than functioning up or downstream of one another, these TFs may work in parallel to promote MNP patterning and development.

To test the hypothesis that Gli TFs and Hand2 regulate a common transcriptional network within NCCs of the MNP, we performed combinatorial genetic and biochemical experiments. First, while heterozygous *Gli2/3* or *Hand2* conditional mutants (*Gli2^f/+^;Gli3^f/+^;Wnt1-Cre* or *Hand2^f/+^;Wnt1-Cre,* respectively) did not produce significant MNP phenotypes (Figure 1—figure supplement 1E–F’), triple heterozygotes (*Hand2^f/+^;Gli2^f/+^;Gli3^f/+^;Wnt1-Cre*) resulted in subtle yet significant MNP phenotypes, including low-set pinnae, micrognathia, smaller incisors, and hypoglossia (Figure 1—figure supplement 1G–H’, I). Further, triple homozygous mutants (*Gli2^f/f^;Gli3^f/f^;Hand2^f/f^;Wnt1-Cre*) presented with the most severe and significant lower jaw phenotypes when compared to all other combinatorial mutants, including low-set pinnae, aglossia and a complete loss of both proximal and distal MNP structures (Figure 1G–I, Figure 1—figure supplement 1D). Thus, these genetic experiments supported the possibility that Gli TFs and Hand2 function together for proper MNP development across the full proximal-distal axis.

Finally, to determine if Hand2 and Gli TFs physically interact *in vivo*, we performed co-immunoprecipitation assays using embryonic day (E) E10.5 wild-type MNPs. Hand2 physically interacted with both full-length and truncated isoforms of Gli3, but only the truncated isoform of Gli2 (Figure 1J, Figure 1—figure supplement 1J). Taken together, these data provided genetic, molecular and biochemical evidence suggesting that Gli and Hand2 TFs participate within a common transcriptional network important for mandibular development, and further suggested that there may be a unique role for Gli/Hand2 cooperation.

### Gli2, Gli3, and Hand2 are co-expressed in NCC-derived populations associated with skeletal and glossal progenitors

To explore the molecular basis for Gli-mediated micrognathia and investigate the hypothesis that Gli TFs and Hand2 cooperate to initiate MNP patterning and development, we examined the endogenous expression of these TFs during early MNP development using single molecule fluorescent *in situ* hybridization (RNAscope). Contrary to the distinct and opposing *Gli*2 and *Gli3* expression domains observed in other developing organ systems (Lee et al., 1997; Sasaki et al., 1997; Büscher and Rüther, 1998; Lei et al., 2004), no spatial distinction or opposing expression gradients were observed between *Gli2* and *Gli3* in the developing MNP (Figure 2A–C’). Furthermore, *Gli2* and *Gli3* were co-expressed within many cells of the developing MNP (Figure 2C–C’), supporting the hypothesis that the developing MNP uses unique mechanisms to integrate spatiotemporal information.

**Figure 2.**
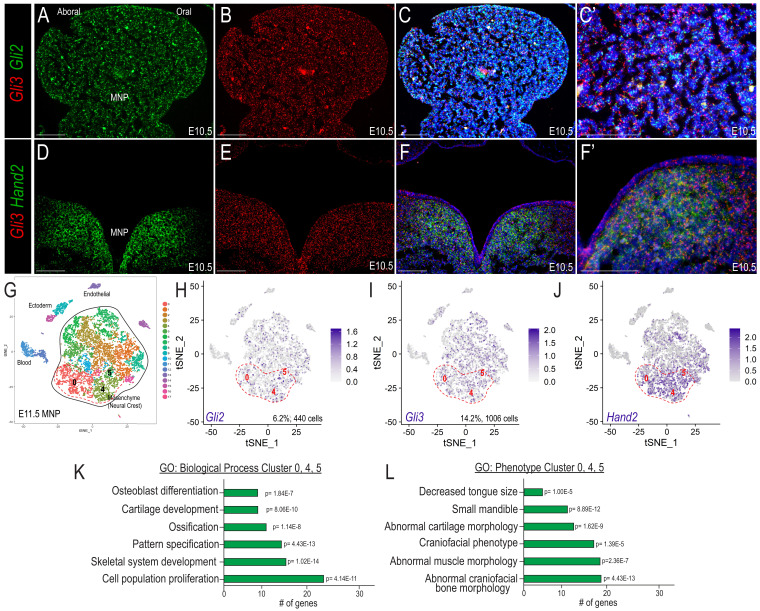
Co-expression of Gli and Hand2 in a subset of skeletal and muscle-promoting NCCs. (**A–C**) Expression of *Gli2* and *Gli3* within the developing MNP as revealed by smFISH on sagittal sections of E10.5 embryos. (**C’**) Higher magnification of C. (**D–F**) Expression of *Gli3* and *Hand2* within the developing MNP as revealed by smFISH on frontal sections of E10.5 embryos. (**F’**) Higher magnification of F. (**G**) tSNE plot of single-cell RNA-sequencing of the E11.5 MNP. (**H–J**) Single-cell expression of *Gli2, Gli3*, and *Hand2* in the E11.5 MNP. Dotted red line indicates *Gli+/Hand2+* NCC clusters (0, 4, 5). (**K–L**) GO-terms associated with marker genes for clusters 0, 4, 5 indicate *Gli+/Hand2+* cells may contribute to skeletogenesis and glossal development. Scale bar: 100 µm. See also Figure 2—figure supplement 1.

**Figure 2—figure supplement 1.**
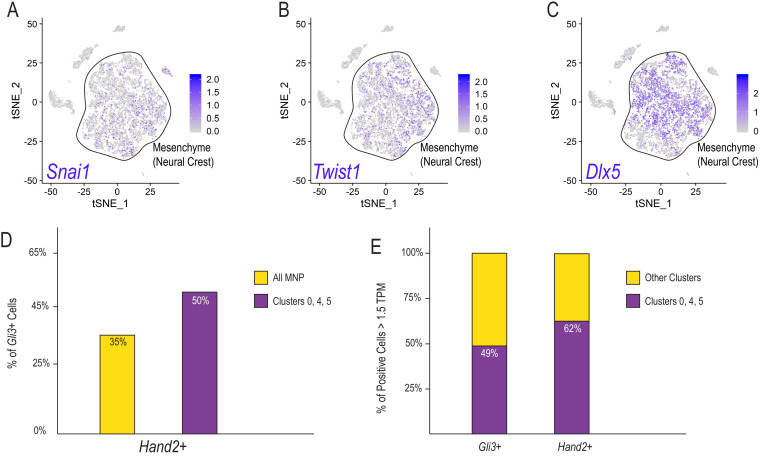
cNCC derivates in the early MNP. (**A–C**) Single-cell expression of *Snai1*, *Twist1*, and *Dlx5* in the E11.5 MNP. Black outline emphasizes the enriched expression of these markers to indicate NCC-derived mesenchyme. (**D**) Percent of *Gli3+* cells that co-express *Hand2* in all E11.5 MNP scRNA-seq clusters or clusters 0, 4, and 5. (**E**) Percent of *Gli3+* or *Hand2+* cells with greater than 1.5 TPM that reside in E11.5 scRNA-seq clusters 0, 4, and 5, or all other clusters.

As opposed to the widespread MNP expression of *Gli3* and *Gli2, Hand2* expression was confined to the medial aspect of the MNP (Figure 2D–E; Srivastava et al., 1997; Thomas et al., 1998; Barron et al., 2011; Funato et al., 2016). Interestingly, while many *Gli3*+ cells did not express *Hand2*, most or all *Hand2*+ cells co-express *Gli3* (Figure 2F,F’). To confirm co-expression and further determine the identity of cells co-expressing *Gli2/3* and *Hand2*, we performed single-cell RNA-sequencing (scRNA-seq) in the developing MNP. At E11.5, unsupervised clustering identified 17 distinct clusters in the MNP, including a central grouping of mesenchymal clusters derived from NCCs (Figure 2G; Figure 2—figure supplement 1A–C). Coincident with RNAscope, *Gli2* and *Gli3* expression were not restricted to, nor enriched in any particular cell cluster. While we failed to observe a gradient or polarized expression of Gli TFs throughout the MNP, there were over 2-fold more cells expressing *Gli3* compared to *Gli2* (Figures 2H–I, 1006 cells, 14.2% vs., 440 cells, 6.2%). In contrast to *Gli3* expression, *Hand2* expression was not uniformly expressed, with 43% of cells expressing *Hand2* occupying clusters 0,4 and 5 (Figure 2J). In addition to *Hand2*, markers for these clusters also included *Alx3, Dlx5,* and *Col2a1*. scRNA-seq analyses further allowed for quantification of which NCC-cell clusters had the most robust Gli3/Hand2 co-expression. We found that 35% of *Gli3+* cells also expressed *Hand2* at E11.5 (Figure 2—figure supplement 1D). Furthermore, 50% of *Gli3*+ cells in cluster 0,4, and five were also *Hand2*+ (Figure 2—figure supplement 1D). This was particularly striking since clusters 0, 4 and 5 only accounted for 31% of MNP cells. While cells expressing *Gli* TFs did not organize to any particular clusters, 49% of cells with greater than 1.5 transcripts per million (TPM) *Gli3* expression occupied clusters 0, 4, and 5. Furthermore, 62% of cells with greater than 1.5 TPM *Hand2* expression, also occupied clusters 0, 4, and 5 (Figure 2—figure supplement 1E). This was in stark contrast to the other clusters with greater than 1.5 TPM *Hand2* expression (clusters 7, 8, 16), which only account for 14% of the highest expressing *Hand2* cells.

Gene Ontology (GO) analyses for clusters 0, 4, and 5 revealed that these neural crest-derived cells contributed to biological processes altered in *Gli2/3* cKO and *Hand2* cKO mutant embryos, such as skeletal and glossal development, and pattern specification (Figure 2K). Additionally, GO-terms for phenotypes arising from dysregulation of these cell clusters included ‘decreased tongue size’ and ‘small mandible’ (Figure 2L), suggesting that expression of *Gli2/3 and Hand2* in clusters 0, 4, and five may be responsible for the phenotypes present in the conditional knockouts. Since a *Gli2/3* expression gradient or restriction from cell types cannot explain diverse Gli-dependent transcriptional outputs, we hypothesized that functional interactions with Hand2 in clusters 0, 4, and 5 may explain this phenomenon.

### Gli3 and Hand2 occupy CRMs near shared targets in mandibular NCCs

To determine if Gli TFs and Hand2 regulated a common group of target genes, we performed bulk RNA-sequencing on E10.5 *Gli2/3* cKO and *Hand2* cKO MNPs. Transcriptome profiling and GO analyses revealed a wide variety of differentially expressed genes affecting a number of biological processes including ‘muscle system process’, ‘anterior/posterior patterning’, ‘regionalization’, and ‘cell-cell signaling’ (Figure 3A–B). Furthermore, hypergeometric tests revealed significant enrichment of shared transcripts. 50% of genes differentially expressed in *Gli2/3* cKO MNPs were also differentially expressed in *Hand2* cKO MNPs (Figure 3C, p=3.7E-284), with 29% being decreased in both mutants and 21% being increased in both mutants (Figure 3—figure supplement 1A–A’). This highly significant overlap led us to further investigate mechanisms of a possible co-factorial relationship between Gli TFs and Hand2.

**Figure 3.**
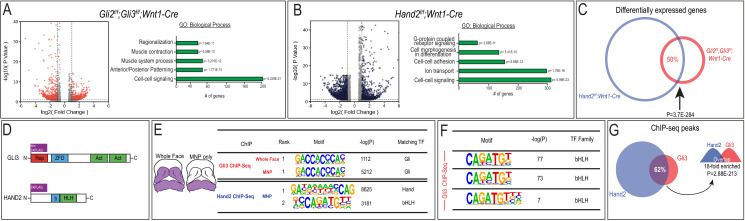
Gli3 and Hand2 occupy CRMs near shared targets in the developing MNP. (**A–B**) Volcano plots and GO terms associated with differentially expressed genes from *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre* or *Hand2^f/f^;Wnt1-Cre* E10.5 MNPs (fold change >1.5, adjusted p-value<0.05). (**C**) Venn diagram of shared differentially expressed genes in *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre* and *Hand2^f/f^;Wnt1-Cre* MNPs. (**D**) Endogenously FLAG-tagged mice used for *in vivo* ChIP-seq. (**E**) Known motif enrichment of Gli3 and Hand2 ChIP-seq peaks. (**F**) E-box motif enrichment by HOMER in Gli3 MNP ChIP-seq peaks. (**G**) Venn diagram comparing overlap between Gli3 and Hand2 ChIP-seq peaks, p-value calculated using RELI.

**Figure 3—figure supplement 1.**
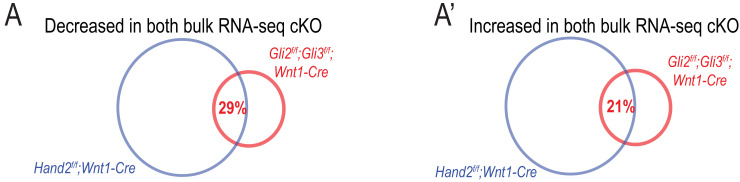
Differential expression in cKO mutants by direction. (**A–A’**) Venn diagrams of shared significantly decreased (**A**) or shared significantly increased (**A’**) in bulk RNA-seq of *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre* and *Hand2^f/f^;Wnt1-Cre* MNPs.

Next, we assessed whether Gli TFs and Hand2 occupied the same CRMs by performing ChIP-seq analyses *in vivo* using endogenously FLAG-tagged alleles for each TF (Lopez-Rios et al., 2014; Osterwalder et al., 2014; Lorberbaum et al., 2016; Figure 3D). 

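ChIP-seq was performed with an antibody against FLAG on facial tissue of mouse embryos in which the endogenous *Gli3* or *Hand2* gene carries a FLAG tag, so the same antibody served both TFs. The 3 groups analysed here were Gli3 in the whole face, Gli3 in the MNP and Hand2 in the MNP, each with 2 biological replicates (6 samples in all). The paper and the sample labels give E11.5 for these embryos, while the text describing the series gives E10.5. Tissue was fixed for 20 minutes in 1% formaldehyde. The authors mapped the 1 × 75 bp reads to mm10 with bwa and merged the peaks of both replicates with bedtools into 1 list per group. Each entry of these lists is a start and an end position with the names of the replicate peaks merged into it, without a height or a q-value. The number of reads per sample was not analysed here, so the depth behind each peak is unknown. Because both replicates stand in the same list, no value has an error between embryos. The tests count peaks, genes or random placements, and peaks are not replicates of animals. The tests of the base at the fifth position of GACCNCCC count occurrences instead, of which a peak can hold several. The Hand2 list held 59583 peaks with a median width of 451 bp. The Gli3 MNP list held 5427 peaks (median 577 bp) and the Gli3 whole face list 5752 (median 222 bp). Gli3 MNP peaks had a GC content of 62.3%, compared to 53.3% for Gli3 whole face peaks and 48.4% for Hand2 peaks. They also lay closer to genes: 56.5% of Gli3 MNP peaks had their midpoint within 1 kb of the transcription start site (TSS) of a protein-coding gene, compared to 18.8% of Gli3 whole face peaks and 10.8% of Hand2 peaks. A Gli3 peak that shared at least 1 bp with a Hand2 MNP peak was counted as a Gli3/Hand2 overlapping peak, and every other Gli3 peak as a Gli3-alone peak. The place of a peak (intron, exon, UTR) and its distance from a TSS are those of its midpoint. Motifs were searched on both strands of the whole peak in the mm10 reference, and the background was 10 shuffled copies of each peak that keep its dinucleotide counts. Peak width and GC content set how often a short motif occurs, so counts were repeated in the middle 200 bp of each peak. Intervals of shares are 95% Wilson intervals and cover counting error only.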

Since our previous biochemical and expression data supported a unique relationship between Gli3 and Hand2 in the MNP, we focused our characterization of genomic binding on Gli3. 

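The 8-mer GACCACCC occurred more often in the Gli3 peaks of both tissues than in shuffled copies of the same peaks. Whole face peaks held 1180 occurrences compared to a mean of 72.6 in the shuffled copies, a 16.3-fold difference. MNP peaks held 777 compared to 196.3, a 3.96-fold difference. At least 1 occurrence was present in 1139 of the whole face peaks (19.8%, interval 18.8 to 20.9%) and in 724 of the MNP peaks (13.3%, interval 12.5 to 14.3%). In the MNP, the Gli3 peak at *Gli1*, a direct transcriptional target of Hedgehog signaling, held 2 copies; it covers the TSS on chromosome 10, from 127338953 to 127342558. The peak on chromosome 3 from 89337211 to 89338049, which covers the TSS of the ephrin gene *Efna4*, also held 2 copies, as did a peak at *Mycl* (chromosome 4, 122995788 to 122997392) and a peak over the TSS of *Prdm8* (chromosome 5, 98167125 to 98167862). Compared to a shuffled copy by a two-sided Fisher's exact test, the share of peaks with the 8-mer gave p = 3.6e-264 for the whole face and p = 1.8e-77 for the MNP. The fold in the MNP depended on what was searched: it was 7.56 in the middle 200 bp, 8.55 without promoter peaks and 8.45 compared to flanking sequence 2 kb away. Compared to such flanks the whole face value was 33.2.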

As expected, the most highly enriched TF binding site observed in Gli3 ChIP-seq on either E11.5 whole face (frontonasal, maxillary and mandibular prominences) or MNPs alone reflected the previously reported ‘canonical’ Gli-binding motif (**c**GBM) defined by the GACCACCC 8-mer (Kinzler and Vogelstein, 1990; Vokes et al., 2008; Figure 3E). Similarly, Hand2 peaks contained both canonical bHLH E-box motifs (CANNTG) and Hand-specific E-box motifs (Maves et al., 2009; Kulakovskiy et al., 2013; Figure 3E). 

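The Hand-type E-box CAGATG occurred in 28066 Hand2 peaks (47.1%, interval 46.7 to 47.5%), compared to 29.3% of a shuffled copy. Its 41134 occurrences were 1.90-fold the shuffled mean of 21698.7. The general form CANNTG was present in 92.3% of Hand2 peaks and in 90.0% of the shuffled copy, a 1.12-fold difference in occurrences (two-sided Fisher's exact test on the shares, p = 7.0e-43). Among single E-boxes, CACGTG was 2.52-fold, CAGCTG 1.62-fold and CATATG 1.57-fold as frequent as in shuffled sequence, while CAAATG (1.05-fold) was close to it and CACCTG (0.851-fold) was below it. In Hand2 peaks that no Gli3 MNP peak touches, ACATCTGG, which holds CAGATG on its other strand, was present in the middle 200 bp of 2620 peaks compared to a shuffled mean of 461.2. GACCACCC was less frequent in Hand2 peaks than in their shuffled copies (0.865-fold). Near *Maf*, a bZIP TF of chondrocytes and lens, the Hand2 peak on chromosome 8 from 115705761 to 115706230, in the exon of the gene, held 3 CANNTG and no CAGATG. A second Hand2 peak downstream of the gene, from 115665944 to 115666668, held 1 CAGATG.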

Further motif enrichment analyses revealed that bHLH motifs were also significantly enriched within Gli3 MNP peaks (Figure 3F). 

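In Gli3 MNP peaks some bHLH motifs were more frequent than in shuffled sequence and others were not. CAGATG was present in 27.2% of the peaks (interval 26.1 to 28.4%) compared to 23.0% of a shuffled copy, and its occurrences were 1.26-fold the shuffled mean (two-sided Fisher's exact test on the shares, p = 3.5e-07). CACGTG was 1.61-fold as frequent (Fisher's exact p = 3.0e-10) and CAGCTG was also above shuffled sequence (p = 1.7e-06), while CATATG did not pass the test (1.23-fold, p = 0.065). CACCTG (0.931-fold, Fisher's exact p = 0.0018) and CAAATG (0.904-fold, p = 2.0e-04) were less frequent, and CANNTG as a whole was present in 83.8% of peaks and 85.1% of the shuffled copy (p = 0.081). Within the MNP list, the CAGATG excess stood in the peaks that Hand2 also occupies: 1067 of the Gli3/Hand2 overlapping peaks held it (32.0%, interval 30.5 to 33.6%) compared to 411 of the Gli3-alone peaks (19.6%, interval 18.0 to 21.4%). The difference of 12.4 percentage points had Fisher's exact p = 4.6e-24; it was 4.79 points in the middle 200 bp and 19.6 points without promoter peaks. Relative to shuffled sequence the motif was 1.41-fold as frequent in the overlapping peaks (Fisher's exact p = 2.4e-12) and 0.978-fold in the Gli3-alone peaks (p = 0.67). The whole face list differed: its Gli3-alone peaks also held CAGATG more often than a shuffled copy (19.1% and 14.5%, Fisher's exact p = 1.9e-06). By occurrences it was 1.45-fold there and 2.19-fold in the overlapping whole face peaks. The overlapping peak in an exon of *Gli3* itself, on chromosome 13 from 15463331 to 15464584, held 2 CAGATG, as did a peak between genes near *Barx1*, a homeobox gene of the jaw mesenchyme (chromosome 13, 48706407 to 48707134). Compared to flanking sequence 2 kb away, CAGATG was less frequent in Gli3 MNP peaks (0.622-fold, Fisher's exact p = 1.3e-55). Such flanks, unlike shuffled copies, do not keep the base composition of the peaks, so this value cannot separate a lack of CAGATG from composition. Over shuffled copies the motif was 1.41-fold as frequent in the middle 200 bp and 1.45-fold without promoter peaks.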

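Of the 5427 Gli3 MNP peaks, 3333 shared at least 1 bp with a Hand2 MNP peak (61.4%, interval 60.1 to 62.7%), and 2094 did not. When the Gli3 peaks were placed at random on their own chromosomes 1000 times, a mean of 2.91% and at most 3.63% touched a Hand2 peak, so the observed share was 21.1-fold the mean (one-sided permutation p = 0.001, the smallest these placements can give). Shared positions included the start regions of several components of the Hedgehog pathway. Overlapping peaks covered the TSS of *Kif7*, a kinesin of the primary cilium, of *Gli2* and of *Smo*, the signal transducer of the pathway, with their midpoints at 128, 522 and 515 bp from it. Another covered the TSS of the collagen gene *Col11a1*, and the midpoint of an overlapping peak lay 680 bp from the TSS of the Notch ligand *Jag1*. For Gli3 in the whole face, 2736 peaks touched a Hand2 MNP peak (47.6%, interval 46.3 to 48.9%), 25.7-fold the mean of the placements. Whole face and MNP Gli3 lists had 2162 whole face peaks in common (37.6%, interval 36.3 to 38.8%), 175-fold the mean of the placements. The fold depends on the background. Placements at matched distances from a TSS touched Hand2 peaks at a mean of 16.1%, which makes the observed MNP share 3.82-fold, and shifts of each peak by 10 to 100 kb gave 13.6-fold (permutation p = 0.001 in both, again the smallest possible). For the whole face peaks, overlap with Hand2 was 8.91-fold at matched TSS distances and 13.7-fold over the shifts. Their overlap with Gli3 MNP peaks was 16.9-fold and 74.2-fold.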

Comparison between Gli3 and Hand2 MNP ChIP-seq peaks via regulatory element locus intersection (RELI) (Harley et al., 2018) revealed a significant overlap of genomic locations occupied by Gli3 and Hand2 in the MNP (Figure 3G, 62%, 18-fold enriched, p=2.88E-213).

To determine if the overlap of Gli3 and Hand2 binding at CRMs was biologically relevant, we examined GO-terms associated with genes that were differentially expressed in *Gli2/3* cKO mutants near either Gli3 alone or Gli3/Hand2 overlapping peaks (see Methods). Overall, the GO-terms for differentially expressed genes near Gli3 alone peaks were substantially different from the GO-terms for differentially expressed genes near Gli3/Hand2 overlapping peaks (Figure 4A). Interestingly, while GO-terms for differentially expressed genes near Gli3 alone peaks included pattern specification, embryonic organ development and Hh signaling, those associated with differentially expressed genes near Gli3-Hand2 overlapping peaks included a different set of tissue-specific processes including regulation of chondrocyte differentiation and muscle cell differentiation (Figure 4A). 

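Genes of the Hedgehog pathway lay near both classes of Gli3 peak. Taking the nearest protein-coding gene on each side of a peak, 15 of 21 Hedgehog pathway genes and targets were next to a Gli3-alone peak, compared to 16.2% of all other genes (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 9 lists, q = 2.6e-07). Next to a Gli3/Hand2 overlapping peak there were 14 of 21, compared to 22.8% of other genes (q = 2.0e-04), and 11 of them were next to both. An example next to a Gli3-alone peak is the coreceptor gene *Boc* (486 bp from the TSS). Of 17 cartilage genes, 9 were next to a Gli3-alone peak (q = 0.0025), including *Col2a1* (267 bp) and *Sox9* (2786 bp), the TF that directs chondrocyte fate, and 7 to an overlapping peak (q = 0.19). The mandibular patterning list gave 14 of 23 next to an overlapping peak (q = 4.5e-04), with *Dlx6* (505 bp), *Alx4* (857 bp) and *Dlx5* (936 bp), and 7 of 23 next to a Gli3-alone peak (q = 0.25). Skeletal muscle genes gave 9 of 23 next to an overlapping peak (q = 0.19), with *Six4* (873 bp), and 5 of 23 next to a Gli3-alone peak. Bone genes gave 7 and 4 of 18. Lists for other cell types did not pass the test: overlapping and Gli3-alone peaks were next to 1 and 3 of 16 genes of neurons, 3 and 1 of 14 of epithelium, 4 and 2 of 15 of blood and endothelium, and 3 and 2 of 13 of liver. The gene lists behind the GO-terms of Figure 4A (Supplementary file 6) were chosen by the study on these peaks, so their counts are not independent evidence. Of its 13 pattern specification genes for Gli3-alone peaks, 13 were next to a Gli3-alone and 8 to an overlapping peak, and of its 6 muscle cell differentiation genes for overlapping peaks, 6 were next to an overlapping and 1 to a Gli3-alone peak. Of its 5 genes of chondrocyte differentiation, 3 were next to an overlapping peak. With the single nearest TSS within 100 kb, cartilage genes no longer passed for Gli3-alone peaks (q = 0.45). Without promoter peaks, cartilage (q = 0.033), bone (q = 0.034) and skeletal muscle (q = 0.00965) passed for overlapping peaks, and mandibular patterning passed for Gli3-alone peaks too (q = 0.0177), as it did when at least 50% of a Gli3 peak had to be covered by Hand2 (q = 0.0278), a setting in which skeletal muscle passed for overlapping peaks (q = 0.0312).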

Not only did it appear that Gli3/Hand2 input conveyed distinct biological relevance, but the number of instances in which differentially expressed genes in *Gli2/3* cKO mutants were near a Gli3/Hand2 overlapping peak were greater than those near a Gli3 peak alone. 

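Gli3/Hand2 overlapping peaks were next to more genes than Gli3-alone peaks, and there were more of them (3333 and 2094 peaks). Of 21951 protein-coding genes, 5011 were the nearest gene on either side of an overlapping peak and 3572 of a Gli3-alone peak. Both classes were next to 1064 genes, overlapping peaks alone to 3947 and Gli3-alone peaks alone to 2508. A few genes had many peaks. *Rhou* and *Gas8* were next to 39 and 38 overlapping peaks, nearly all of them on the array of 5S ribosomal RNA genes that lies between these genes on chromosome 8. *Hes1*, a transcriptional repressor downstream of Notch, was next to 11 overlapping peaks and no Gli3-alone peak. *Ezh2*, which encodes the methyltransferase of Polycomb repressive complex 2, was next to 13 overlapping and 10 Gli3-alone peaks, and its neighbor *Pdia4* to 12 and 10. Between these genes, 20 Gli3 MNP peaks, 10 of them shared with Hand2, formed a row with a median step of 4353 bp. The counts of both genes thus come largely from the same stretch, which was examined after the results were seen. Differential expression data were not analysed here.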

While approximately 337 differentially expressed genes were associated with a Gli3 alone peak, 463 differentially expressed genes were associated with a Gli3/Hand2 overlapping peak (Figure 4B). Finally, to assess how Gli3/Hand2 interactions could be influencing differentially expressed genes, we analyzed the direction of fold change. 17% of genes with a Gli3/Hand2 overlapping peak that were increased in the *Gli2/3* cKO, were also increased in the *Hand2* cKO. Conversely, 33% of genes with a Gli3/Hand2 overlapping peak that were decreased in the *Gli2/3* cKO, were also decreased in the *Hand2* cKO (Figure 4—figure supplement 1A). Together, these data suggested that Gli3 and Hand2 were cooperating to positively regulate genes important for mandibular development.

**Figure 4.**
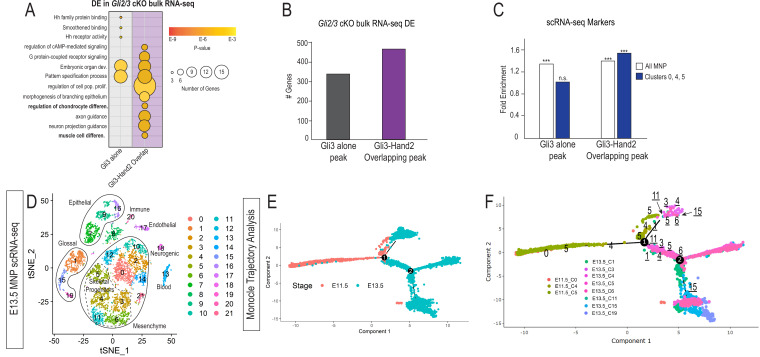
Hand2 and Gli3 coordinate glossal and skeletal gene regulatory networks. (**A**) GO-terms associated with significantly decreased differentially expressed (DE) genes from *Gli2/3* cKO MNP bulk RNA-seq near Gli3 ChIP-seq peaks without Hand2 (Gli3 alone) or near Gli3-Hand2 overlap peaks. (**B**) Number of DE genes from Gli2/3 cKO MNP bulk RNA-seq near Gli3 ChIP-seq peaks without Hand2 (Gli3 alone) or near Gli3-Hand2 overlap peaks. (**C**) Enrichment of all MNP clusters or clusters 0, 4, and 5 from E11.5 scRNA-seq near Gli3 ChIP-seq peaks without Hand2 (Gli3 alone) or near Gli3-Hand2 overlap peaks calculated using RELI. ***p<0.001, n.s. not significant. (**D**) tSNE plot of single-cell RNA-sequencing from E13.5 wild-type MNP. (**E–F**) Single-Cell Trajectory analysis plot of integrated E11.5 and E13.5 scRNA-seq MNP samples showed the E13.5 glossal (1,15, 19) and skeletal (3, 4, 5, 6, 11) clusters are likely derived from E11.5 Gli3+/Hand2+ NCC clusters (0,4,5). See also Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
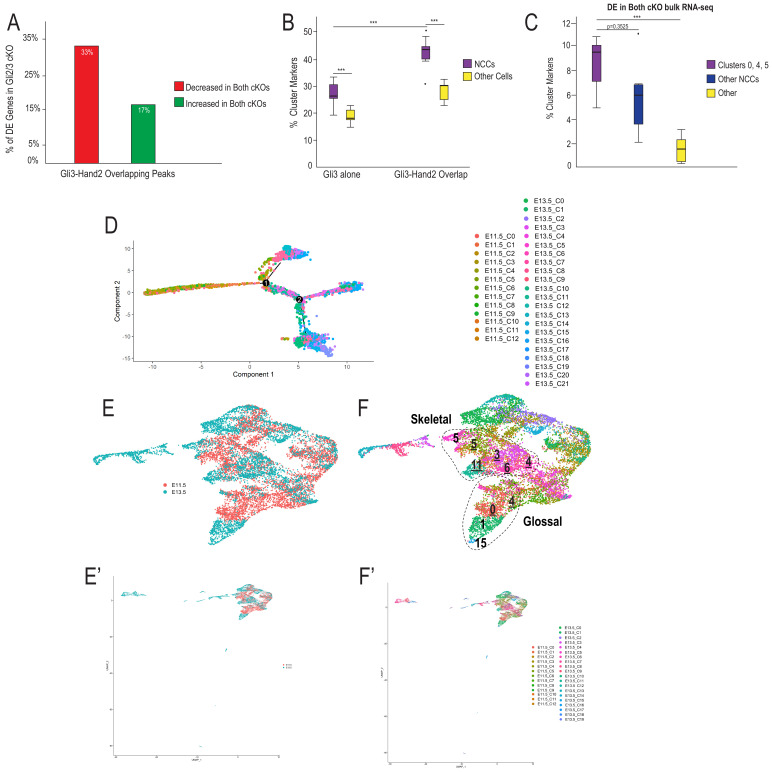
scRNA-seq and Integration analysis support a subset of NCCs contribute to skeletal and glossal cells of the MNP. (**A**) A higher percentage of genes near Gli3-Hand2 overlap peaks with significantly decreased expression in the *Gli2/3* cKO MNP by bulk RNA-seq is also significantly decreased in the *Hand2* cKO compared to genes with significantly increased expression in both cKOs. (**B**) Box and whisker plots of percent of E11.5 scRNA-seq cluster markers with a Gli3 alone or Gli3-Hand2 peak nearby. (**C**) Box and whisker plots of percent of E11.5 scRNA-seq cluster markers that are DE in *Gli2/3* cKO MNP bulk RNA-seq, *p<0.05, **p<0.01, ***p<0.001. (**D**) Full single-cell trajectory analysis of E11.5 and E13.5 MNP scRNA-seq data. (**E–F**) UMAP after Integration analysis and re-clustering of E11.5 and E13.5 MNP scRNA-seq data shows E11.5 cluster 0, 4, and five are most similar to skeletal and glossal E13.5 clusters. (**E’–F’**) Full UMAP after integration of E11.5 and E13.5 MNP scRNA-seq and re-clustering with visualization of clusters based on timepoint.

We next superimposed E11.5 single-cell cluster markers onto these findings to reveal that marker genes for NCC clusters had a greater association with Gli3/Hand2 overlapping peaks than Gli3 peaks alone (Figure 4—figure supplement 1B). More specifically, genes that were differentially expressed in both *Gli2/3* and *Hand2* cKOs were more likely to be marker genes for clusters 0, 4 and 5 than marker genes for other NCC clusters or other non-NCC clusters (Figure 4—figure supplement 1C). To confirm the statistical significance of this finding, we used RELI to test if there was enrichment for scRNA-seq cluster marker genes near Gli3 alone or Gli3/Hand2 overlapping peaks. While there was significant enrichment of cluster marker genes associated with the entire E11.5 MNP near Gli3 alone peaks, there was not a significant enrichment for marker genes for clusters 0, 4, 5 (Figure 4C). Interestingly, and supportive of our previous data, when we repeated this analysis for Gli3/Hand2 overlapping peaks, we found that there was significant enrichment for cluster marker genes for the entire E11.5 MNP, but also a higher enrichment for marker genes for clusters 0, 4, and 5 (Figure 4C). Thus, these analyses suggested a distinct role for the combined action of Gli3 and Hand2 in a subset of NCCs (clusters 0, 4 and 5) during mandibular development.

While our previous data suggested that Gli3/Hand2 interactions conveyed a distinct function in NCC clusters 0, 4 and 5, it was unclear how these clusters contributed to mandibular development. To further delineate the fate of these clusters, we performed scRNA-seq on MNPs at E13.5, a stage when NCC differentiation into distinct cell types had initiated (Figure 4D). We used Monocle to perform trajectory analysis on integrated E11.5 and E13.5 scRNA-seq datasets (Figure 4E,F; Figure 4—figure supplement 1D). These analyses revealed that E11.5 clusters 0, 4 and 5 gave rise to two distinct cell populations at E13.5: the *Myf5 and Myod1* expressing glossal musculature (clusters 1, 15, and 19) and skeletogenic progenitors (clusters 3, 4, 5, 6, and 11), marked by many osteochondrogenic genes including *Sp7, Runx2, Sox9, Col1a1, Col9a2,* and *Barx1*. These findings were consistent when Integration Analysis and re-clustering of these datasets was performed and visualized using UMAP (Figure 4—figure supplement 1E–F’). Together, these analyses suggested that Gli3/Hand2 interactions were enriched in E11.5 clusters 0, 4 and 5, which in turn give rise to skeletogenic and glossal components of the lower jaw.

### Low-affinity Gli-binding motifs are within close proximity to E-boxes and specific to the developing mandible

Collectively, our genetic analysis, expression profiling and TF binding data supported a critical role for Gli3/Hand2 interactions during mandibular development; however, the specific mechanisms underlying combinatorial transcriptional regulation for shared Gli3/Hand2 targets was unclear. To further investigate potential co-regulatory interactions, we performed *de novo* motif analysis on Gli3-alone vs. Gli3/Hand2-overlapping peak regions. As expected, the most enriched motif within Gli3-alone peaks was the previously reported ‘canonical’ GBM (**c**GBM) defined by the ‘GACCACCC’ 8-mer (Kinzler and Vogelstein, 1990), which was 9.8-fold-enriched compared to background sequences (Figure 5A). 

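In Gli3-alone peaks of the MNP, GACCACCC occurred 372 times compared to a mean of 68.7 in shuffled copies, a 5.41-fold difference (two-sided Fisher's exact test on the share of peaks, p = 1.3e-49). In the middle 200 bp it was 10.6-fold, with 277 occurrences compared to 26.1. When all 8-mers of that middle part were ordered by the excess of their number of peaks over the shuffled mean, divided by the counting error of that mean, ACCACCCA led (238 peaks compared to 23.1), followed by GACCACCC (247 compared to 26.0) and AGACCACC (144 compared to 17.2); these 8-mers overlap each other in sequence. The peak with the most copies, 8, lies between genes on chromosome 17 from 85903856 to 85904248, 215778 bp from the TSS of *Six2*, a homeobox gene of craniofacial mesenchyme. A peak in an intron of *Arhgap17* (chromosome 7, 123339658 to 123340222) and a peak 50867 bp from *Rad21*, which encodes a cohesin subunit (chromosome 15, 51940681 to 51941078), held 7 copies each. The Gli3-alone peak in an intron of *Prrx1*, a homeobox gene of limb and facial mesenchyme (chromosome 1, 163310237 to 163310766), held 1 copy. Against flanking sequence 2 kb away the fold was 13.8, and without promoter peaks it was 11.9.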

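In the overlapping peaks of the Gli3 whole face and Hand2 MNP lists, the sequence GACCNCCC was read by the base at the fifth position. That base was A in 340 occurrences (56.7%), T in 146 (24.3%), G in 58 (9.67%) and C in 56 (9.33%). In Gli3 whole face peaks without Hand2, A took a larger part, with 840 occurrences (72.8%), and T 223 (19.3%). The odds of T over A were 1.62-fold in the overlapping peaks relative to the peaks without Hand2 (two-sided Fisher's exact test, p = 1.4e-04). This test counts occurrences and treats copies in the same peak as independent. Relative to shuffled copies of the overlapping peaks, the form with A was 10.8-fold, with T 3.42-fold and with G 2.16-fold as frequent, and the form with C was 0.845-fold. In the peaks without Hand2 the form with A was 23.9-fold and with T 5.19-fold. Of the overlapping whole face peaks, 304 held GACCACCC in the middle 200 bp, compared to a shuffled mean of 23.4. These counts are of exact 8-mers and not of a position weight matrix.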

Surprisingly, when we performed motif analysis on overlapping peaks shared between Gli3 whole face and Hand2 MNP samples, the top-ranked GBM (6.3-fold-enriched over background sequences) deviated from the **c**GBM 8-mer, with the most notable change being the reduced weight of the highly conserved ‘A’ at the 5^th^ position (Figure 5A’). To specifically address the Gli3/Hand2 relationship in the MNP, we repeated these analyses using only overlapping peaks from Gli3 and Hand2 MNP samples. 

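Within the MNP, GACCNCCC in Gli3/Hand2 overlapping peaks had A at the fifth position in 405 occurrences (40.3%), T in 232 (23.1%), C in 187 (18.6%) and G in 181 (18.0%). Gli3-alone peaks had A in 53.8%, T in 159 occurrences (23.0%), G in 12.7% and C in 10.4%. The share of A was thus lower in the overlapping peaks and that of T was about the same, while those of C and G were higher. The odds of T over A were 1.34-fold in the overlapping peaks (interval 1.05 to 1.71, two-sided Fisher's exact test, p = 0.021). This test and its interval treat copies in the same peak as independent. In Gli3-alone peaks, the 159 occurrences with T came from 133 peaks and the 372 with A from 333. Relative to shuffled copies, the form with A was 2.85-fold as frequent in the overlapping peaks, the form with T 0.969-fold, with G 0.701-fold and with C 0.469-fold. In the middle 200 bp, A made up 52.8% and T was 21.7%, and the odds ratio was 1.13 (Fisher's exact p = 0.49). It also did not pass the test when at least 50% of a Gli3 peak had to be covered by Hand2 (1.06, Fisher's exact p = 0.66) or without promoter peaks (1.27, p = 0.16).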

Here, the top-ranked GBM present (6.2-fold-enriched over background) differed even further from the canonical 8-mer, having a higher probability of either a ‘T’ rather than ‘A’ at the highly constrained 5^th^ position (Figure 5A’’). 

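The 8-mer GACCTCCC was present in 225 Gli3/Hand2 overlapping peaks of the MNP (6.75%, interval 5.95 to 7.65%) and in 133 Gli3-alone peaks (6.35%, interval 5.38 to 7.48%), a difference that did not pass the test (two-sided Fisher's exact test, p = 0.575). Shuffled copies of the overlapping peaks held it in 6.99% (Fisher's exact p = 0.73). Within the middle 200 bp, it was present in 2.52% of overlapping peaks and in 4.35% of Gli3-alone peaks. That is 1.83 percentage points more in the latter (Fisher's exact p = 2.7e-04). The window kept the 8-mer in 84 of the 225 overlapping peaks and in 91 of the 133 Gli3-alone peaks. This gap may thus follow from where midpoints fall, and it does not show fewer such sites where Hand2 binds. In the middle 200 bp of the overlapping peaks, its 86 occurrences were 1.43-fold the mean of 60.2 over the shuffled copies. The test used only the first copy, which held the 8-mer in 2.25% of peaks (Fisher's exact p = 0.52). It rests on that single copy and cannot decide whether there is an excess. In the Gli3-alone peaks the 8-mer was 2.70-fold as frequent as in shuffled sequence (Fisher's exact p = 6.3e-08). In Hand2 peaks without Gli3 it was 0.745-fold. Overlapping peaks with GACCTCCC include the one in an intron of *Dlx6*, a homeobox gene of the mandibular arch (chromosome 6, 6863375 to 6864303), and one over the TSS of *Ezh2* (chromosome 6, 47594081 to 47595665). Among Gli3-alone peaks it was present 90 bp from the TSS of *Heyl*, a bHLH repressor of the Notch pathway (chromosome 4, 123233408 to 123233884).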

We designated this GACC**T**CCC 8-mer as a ‘divergent’ GBM (**d**GBM). Interestingly, the **d**GBM was most clearly revealed upon comparisons between MNP data sets, with 85% of Gli3/Hand2 overlapping peaks containing **d**GBM and only 9% of Gli3/Hand2 overlapping peaks contained a **c**GBM. 

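Scoring CCTCC as the least form of the **d**GBM and exact GACCACCC as the **c**GBM, 2743 Gli3/Hand2 overlapping peaks held CCTCC and no GACCACCC (82.3%, interval 81.0 to 83.6%), and 391 held GACCACCC (11.7%, interval 10.7 to 12.9%). Among Gli3-alone peaks, 1536 held CCTCC and no GACCACCC (73.4%, interval 71.4 to 75.2%), a lower share than in the overlapping peaks (two-sided Fisher's exact test, p = 7.7e-15). Shuffled copies differed in the same direction, with 85.1% for the overlapping and 79.3% for the Gli3-alone peaks. Both observed shares lay below these (Fisher's exact p = 0.0020 and 7.7e-06). Leaving out peaks with GACCACCC, which shuffled copies held less often, lowers the observed shares. CCTCC itself, whether or not GACCACCC was also present, was in 92.6% of the overlapping peaks and 89.2% of their shuffled copies (Fisher's exact p = 1.1e-06), and in 86.4% of the Gli3-alone peaks and 82.1% of theirs (p = 1.3e-04). By occurrences, CCTCC was 1.45-fold as frequent as in shuffled sequence in the overlapping peaks and 1.42-fold in the Gli3-alone peaks. The overlapping peak over the TSS of *Dlx5*, on chromosome 6 from 6880121 to 6882176, held 21 CCTCC and no GACCACCC. The peak that spans the whole of *Twist1*, a bHLH gene of cranial mesenchyme, held 23 (chromosome 12, 33957532 to 33960101), and the peak between genes near *Sp7*, a TF required for osteoblasts, held 5 (chromosome 15, 102370715 to 102371180). When at least 50% of a Gli3 peak had to be covered by Hand2, the share was 80.0%. It then no longer passed the test compared to Gli3-alone peaks (Fisher's exact p = 0.052). The share also depends on what counts as either motif. It was 34.8% when 1 mismatch outside the fifth position still counted as **c**GBM (Fisher's exact p = 0.32 compared to Gli3-alone peaks), 6.69% with CCACC as the **c**GBM (lower than in Gli3-alone peaks, p = 0.0042) and 6.03% with the full GACCTCCC as the **d**GBM (p = 0.64).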

6% of Gli3/Hand2 overlapping peaks contained neither a **c**GBM or a **d**GBM (Figure 5—figure supplement 1A). These data supported the possibility that the **d**GBM utilized by Gli3 and Hand2 was specific to the MNP. To test this hypothesis, we repeated our *de novo* motif analysis comparing to publicly available data from the developing limb (Figure 5B; Osterwalder et al., 2014). 

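Neither CCTCC nor GACCACCC was present in 199 Gli3/Hand2 overlapping peaks (5.97%, interval 5.22 to 6.83%). Among Gli3-alone peaks, 225 held neither (10.7%, interval 9.49 to 12.1%). Overlapping peaks of this kind were next to 353 genes. They include the peak in the UTR of *Hes1* on chromosome 16 from 30065265 to 30065537, the peak 130 bp from the TSS of *Hlf*, a bZIP TF (chromosome 11, 90390911 to 90391139), and a peak in an intron of *Eya1*, which encodes a transcriptional cofactor of muscle and sensory organ development (chromosome 1, 14184960 to 14185228). All 3 of these peaks held 1 CANNTG. Searching the middle 200 bp, 25.9% of the overlapping and 26.8% of the Gli3-alone peaks held neither motif. In the whole face list, 28.2% of the overlapping and 24.0% of the Gli3-alone peaks held neither (whole peaks).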

Strikingly, the **d**GBM present in our MNP analysis was not present when comparing Hand2 binding in the limb. Rather, these analyses revealed the highly constrained 5^th^ position remained exclusively a heavily weighted ‘A’. Together, these data suggested a tissue-specific role for this MNP-enriched **d**GBM.

**Figure 5.**
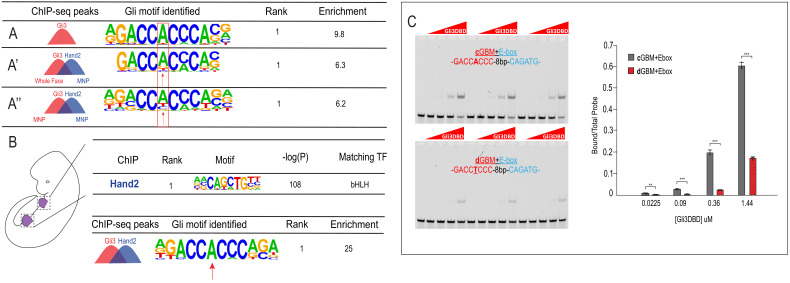
Low-affinity divergent Gli-binding motifs are found near E-boxes. (**A–A’’**) *De novo* motif enrichment for Gli3-only peaks in MNP, Gli3/Hand2 overlapping peaks, comparing (**A’**) Gli3-whole face peaks to Hand2 MNP peaks or (**A’’**) Gli3 MNP peaks to Hand2 MNP peaks. (**B**) (Top) Known motif enrichment of Hand2 peaks from limb buds of endogenously FLAG-tagged mice. (Bottom) *De novo* motif enrichment of Gli3/Hand2 overlapping peaks, comparing Gli3 peaks from whole face and Hand2 peaks from limb. (**C**) Electrophoretic mobility shift assay (EMSA) and quantification of affinity showing that the Gli3 DNA-binding domain (Gli3DBD) binds with increased affinity to canonical GBMs (**c**GBM) relative to divergent GBMs (**d**GBMs). Results used for quantification are shown in triplicate, *p<0.05, **p<0.01, ***p<0.001. See also Figure 5—figure supplement 1. Figure 5—source data 1.Results from Simple counting method of quantifying instances of GBMs in ChIP-seq data.

**Figure 5—figure supplement 1.**
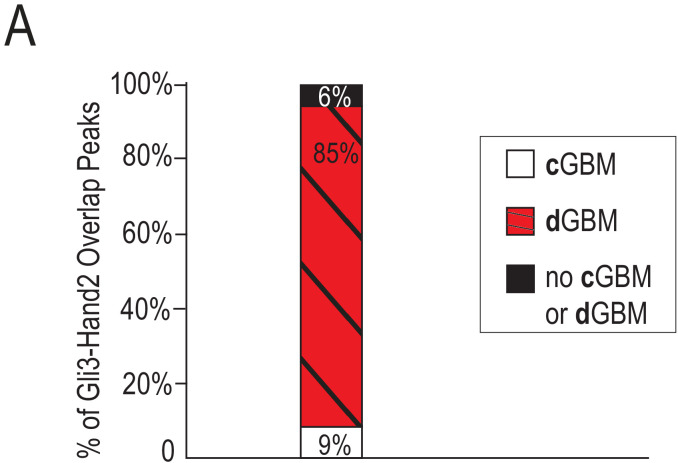
Gli3-Hand2 overlapping ChIP-seq peaks that contain a cGBM or dGBM. (**A**) 9% of Gli3-Hand2 overlapping ChIP-seq peaks contained a **c**GBM, 85% lacked a **c**GBM but did contain a **d**GBM, and 6% contained neither a **c**GBM or a **d**GBM.

To confirm the decreased frequency of **c**GBM binding events in the presence of Hand2 in the MNP, we quantified the incidence of the **c**GBM 8-mers using a strict counting method. 

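GACCACCC was present in 333 Gli3-alone MNP peaks (15.9%, interval 14.4 to 17.5%), 4.17 percentage points more than in Gli3/Hand2 overlapping MNP peaks (two-sided Fisher's exact test, p = 1.3e-05). In a second count every peak was given the same length, the middle 200 bp. The 8-mer was then present in 11.8% of Gli3-alone peaks and in 6.18% of overlapping peaks (Fisher's exact p = 7.9e-13). The window kept it in 206 of 391 overlapping peaks and in 247 of 333 Gli3-alone peaks. It lost more in the overlapping peaks, so this count cannot decide on width. In the MNP, the difference stood outside promoters. Among peaks within 1 kb of a TSS, 7.17% of Gli3-alone and 7.12% of overlapping peaks held GACCACCC, and among all other peaks 25.8% and 18.2% did. In the whole face, the contrast was larger: 26.6% of the 3016 Gli3-alone peaks and 12.3% of the overlapping peaks held the 8-mer (Fisher's exact p = 5.9e-43), and there promoter peaks differed too (17.9% and 12.0%). Gli3-alone peaks with GACCACCC include one near *Smo* (chromosome 6, 29718735 to 29719462) and one in an intron at *Cfc1*, a Nodal coreceptor gene (chromosome 1, 34536667 to 34536996). Overlapping peaks with it include one in an intron of *Runx3*, a Runt-domain TF gene (chromosome 4, 135166305 to 135166885). When at least 50% of a Gli3 peak had to be covered by Hand2, the difference was 1.84 points (Fisher's exact p = 0.049).

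**Figure D1:**
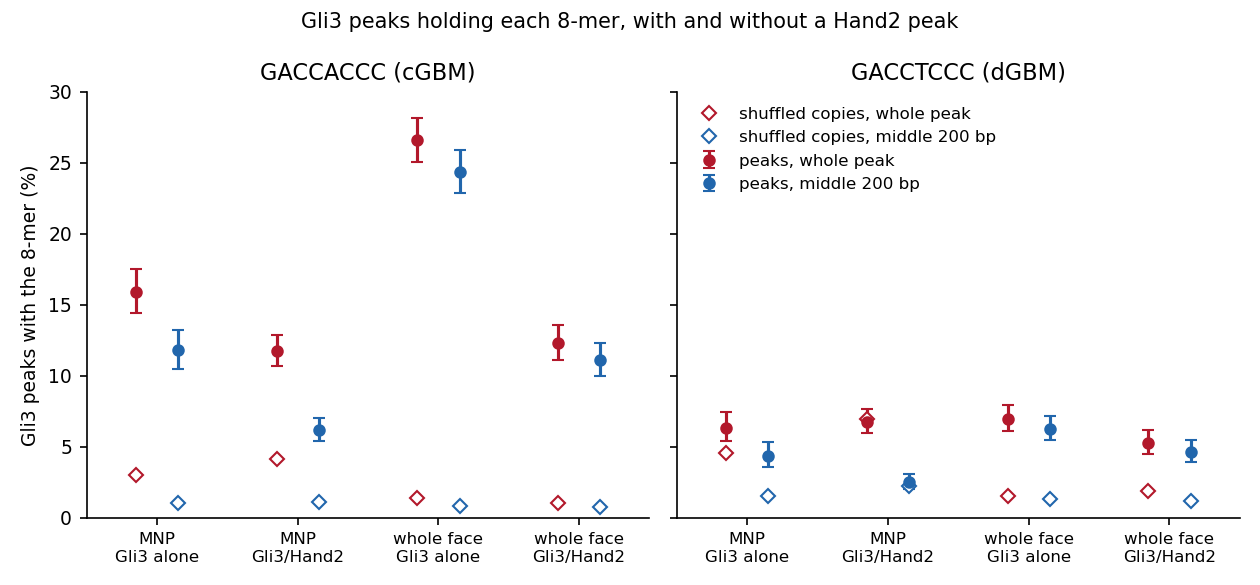
Share of Gli3 peaks (percent, vertical axis) with at least 1 GACCACCC (left, cGBM) or GACCTCCC (right, dGBM) for Gli3-alone and Gli3/Hand2 overlapping peaks of the MNP and the whole face, in the whole peak and in its middle 200 bp, with 95% Wilson intervals as bars and shuffled copies of the same peaks as open diamonds. GACCACCC lies lower in the overlapping peaks than in the Gli3-alone peaks of the same tissue, while GACCTCCC in whole MNP peaks lies at 6.35% and 6.75%.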

While the consensus **c**GBM 8-mer (GACCACCC) was detected in 16% of Gli3-only peaks collected from the MNP, its occurrence was significantly reduced to only 2% of Gli3/Hand2 overlapping peaks. Additionally, while the **c**GBM was the 33^rd^ most frequent 8-mer in Gli3-only MNP peaks (out of 32,896 possibilities), it was 563^rd^ in frequency in Gli3/Hand2 overlapping MNP peaks (Supplementary file 2). This finding, in conjunction with the motif enrichment results, further supported a deviation from the **c**GBM when Hand2 and Gli3 peaks overlapped.

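When all 32896 8-mers were ordered by the number of peaks that hold them, GACCACCC was at place 32 in Gli3-alone MNP peaks and at place 444 in Gli3/Hand2 overlapping MNP peaks. GACCTCCC was at place 883 in the Gli3-alone peaks and at place 1686 in the overlapping peaks. A place in such a list follows the base composition of the peaks as well as their binding sites, since GC-rich 8-mers are frequent in GC-rich peaks. In the middle 200 bp of the overlapping peaks, GACCACCC led by excess over the shuffled mean relative to counting error (206 peaks compared to 38.9), followed by ACCACCCA (164 compared to 30.0) and CCACCCAC (194 compared to 50.7). By the plain excess in peaks the GC-rich CCGCCGCC lay above them (476 compared to 196.6). Within the 3593 stretches that a Gli3 MNP peak shares with a Hand2 peak, a search chosen after the data were seen, GACCACCC was present in 8.07% and at place 315. The paper takes the lower place of the **c**GBM in the overlapping peaks, together with the motif enrichment, as further support for a deviation from the **c**GBM.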

To examine the effect an ‘A’ to ‘T’ transition at the 5^th^ position had on relative binding affinity, we utilized previously published Gli3 protein-binding microarray (PBM) E-score data (Peterson et al., 2012). PBM E-scores range from −0.5 to +0.5, with values above 0.4 generally considered strong binding sites (Berger et al., 2006; Berger and Bulyk, 2009). Interestingly, substitution of ‘A’ to ‘T’ in the 5^th^ position of comparable 8-mers reduced the E-score for Gli3 binding from 0.42 to 0.33, indicating that Gli3 has a lower affinity for the **d**GBM sequence. Likewise, previous studies in *Drosophila* reported that low-affinity non-canonical GBMs with a ‘T’ in the 5^th^ position, similar to what we term the **d**GBM, were responsible for regulating broad expression of Ci targets in zones of lower Hh signaling (Parker et al., 2011). To directly test the binding affinity of Gli3 to a **d**GBM, we performed gel-shift assays on synthetic sequences containing either a **d**GBM+E-box or **c**GBM+E-box. These experiments confirmed that a single nucleotide alteration from ‘A’ to ‘T’ in the 5^th^ position significantly decreased the affinity of Gli3 DNA binding (Figure 5C). Together, these data confirmed the identification of distinct, low-affinity **d**GBMs enriched at genomic loci bound by both Gli3 and Hand2 within the MNP.

### dGBMs direct unique gene regulatory programs in neural crest-derived skeletal and glossal progenitors of the MNP

To specifically address the possible functional consequences of utilization of a **c**GBM vs. **d**GBM, we superimposed our motif analysis on GO-terms associated with genes that were differentially expressed in *Gli2/3* cKO mutants near Gli3/Hand2 overlapping peaks (Figure 6A). Overall, the GO-terms associated with **c**GBMs were substantially different from those associated with **d**GBMs. Furthermore, GO-terms associated specifically with the **d**GBM included a muscle-specific subset. We next examined the prevalence of **d**GBMs near genes that were differentially expressed in conditional KO mutants and near Gli3/Hand2 overlapping peaks. These analyses revealed that relatively few differentially expressed genes were associated with peaks containing a **c**GBM, whereas many more differentially expressed genes were associated with peaks containing a **d**GBM (Figure 6B).

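Gli3/Hand2 overlapping peaks with CCTCC and no GACCACCC were next to 4389 protein-coding genes, and overlapping peaks with GACCACCC to 701. The larger number goes with the larger number of peaks, 2743 compared to 391. Both kinds of peak were next to 274 genes. By list, peaks with GACCACCC and peaks with CCTCC alone were next to 5 and 12 Hedgehog pathway genes, 5 and 13 mandibular patterning genes, 4 and 5 cartilage genes, 3 and 5 bone genes, and 2 and 6 skeletal muscle genes. The gene lists of Figure 6A in Supplementary file 6 were chosen by the study on these peaks and are not independent evidence. Of its 7 muscle organ development genes for the **d**GBM, 6 were next to an overlapping peak with CCTCC alone and 1 to a peak with GACCACCC. Of its 3 osteoblast differentiation genes for the **c**GBM, 3 were next to a peak with GACCACCC and 2 to a peak with CCTCC alone. Which genes were differentially expressed was not analysed here.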

**Figure 6.**
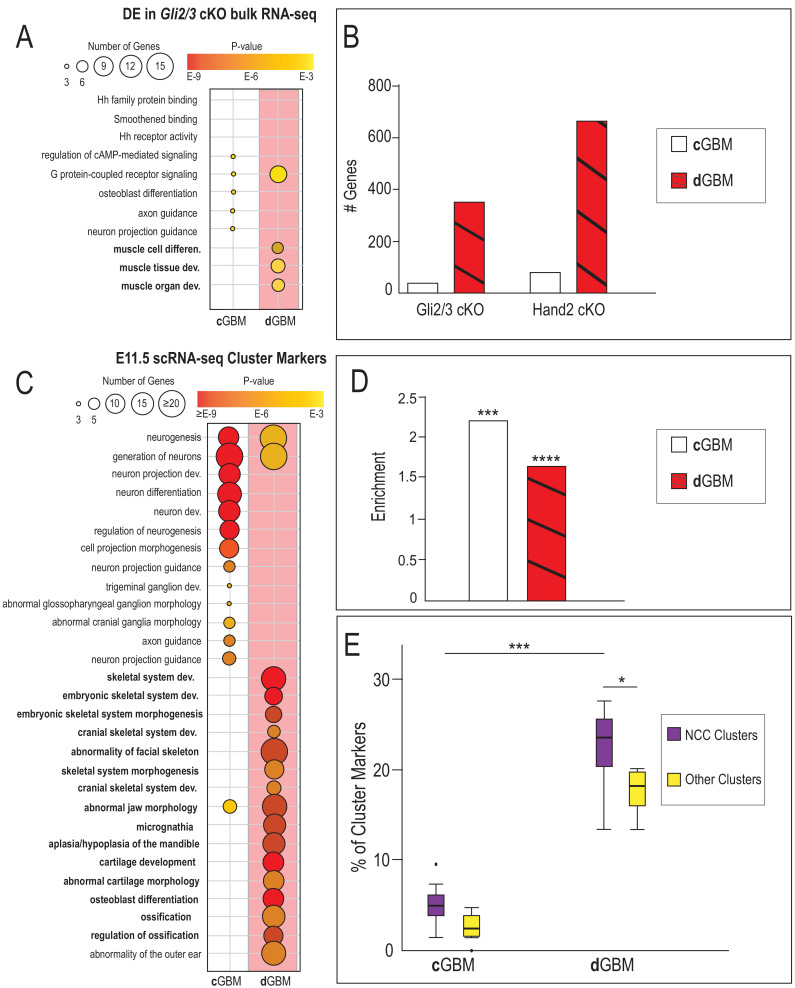
Divergent GBMs direct unique GRNs in neural crest-derived skeletal and glossal progenitors of the MNP. (**A**) GO-terms associated with significantly decreased differentially expressed (DE) genes from *Gli2/3* cKO MNP bulk RNA-seq near Gli3-Hand2 overlap peaks with a **c**GBM and with a **d**GBM. (**B**) Number of DE genes from *Gli2/3* cKO or *Hand2* cKO MNP bulk RNA-seq near Gli3-Hand2 overlap peaks with a **c**GBM and with a **d**GBM, *p<0.05, **p<0.01, ***p<0.001, ****p<1E-11. (**C**) GO-terms associated with E11.5 scRNA-seq NCC clusters near near Gli3-Hand2 overlap peaks with a **c**GBM and with a **d**GBM reveal distinct mechanistic consequences when a **d**GBM is present in Gli3-Hand2 overlap peaks. (**D**) Enrichment of E11.5 scRNA-seq NCC cluster markers in genes near Gli3-Hand2 overlap peaks with a **c**GBM and with a **d**GBM using RELI. (**E**) Box and whisker plots showing percent of E11.5 scRNA-seq cluster markers near Gli3-Hand2 overlap peaks with a **c**GBM and with a **d**GBM. Significantly higher overlap in NCC cluster markers is seen near Gli3-Hand2 overlap peaks with a **d**GBM compared to those with a **c**GBM.

To determine if these trends hold true in NCCs specifically, we combined our motif analyses with GO-terms enrichment analysis for NCC cluster marker genes near Gli3-Hand2 overlapping peaks. These analyses suggested that **c**GBMs were significantly associated with neurogenic biological processes, whereas **d**GBMs were specifically associated with skeletogenic biological processes (Figure 6C). We next quantified the percentage of NCC cluster marker genes near **c**GBMs and **d**GBMs. Using RELI, we determined that there was significant enrichment of overlapping peaks containing **d**GBMs in NCC clusters (Figure 6D). Furthermore, overlapping peaks containing a **d**GBMs were enriched near NCC cluster marker genes, when compared to all other clusters (Figure 6E). Together, these analyses suggested that the presence of a **d**GBM was associated with genes differentially expressed in *Gli2/3* and *Hand2* conditional mutants and that it was specifically enriched in NCCs that give rise to skeletal and glossal derivatives.

Having identified a global trend of **d**GBM association with NCC marker genes, we sought to identify specific targets from our transcriptome and ChIP-seq analyses relevant for MNP development. We chose four targets relevant to MNP development including *Forkhead Box d1* (*Foxd1*) a well-characterized Gli target involved in MNP regionalization (Jeong et al., 2004); *Pleiomorphic adenoma gene-like 1* (*Plagl1*), a gene which impacts glossal development (Li et al., 2014); *Myosin heavy chain 6* (*Myh6*), a myosin isoform found in specialized skeletal muscles (Lee et al., 2019) and *Avian Musculoaponeurotic fibrosarcoma oncogene homolog* (*Maf*), a TF involved in chondrocyte differentiation (Hong et al., 2011). To identify regions with potential regulatory function, we integrated Cis-BP-identified (Weirauch et al., 2014) **c**GBMs with our MNP-specific ATAC-seq and ChIP-seq data to highlight regions of open chromatin that were bound by Gli3 and Hand2. 

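The 50 kb on both sides of *Foxd1*, *Plagl1*, *Myh6* and *Maf* were searched for peaks and for exact GACCACCC. *Foxd1*, a forkhead TF gene on chromosome 13 from 98354242 to 98359305, had 1 Gli3/Hand2 overlapping peak, from 98373721 to 98374010 between genes, 19624 bp downstream of its TSS. It also had 3 Gli3-alone peaks, and none of these peaks held GACCACCC. *Plagl1*, a zinc finger TF gene on chromosome 10, had 1 overlapping peak, in an intron from 13117370 to 13117617, without GACCACCC, and 14 Hand2 peaks without Gli3. *Myh6*, a myosin heavy chain gene on chromosome 14 from 54941921 to 54966927, had 2 overlapping peaks: the peak in an intron of *Pabpn1* from 54894041 to 54894981 held no GACCACCC, and the peak between genes from 54925551 to 54927104 held 1. At *Maf*, on chromosome 8 from 115682942 to 115707794, no Gli3 peak of either tissue lay within 50 kb. The ATAC-seq data were not analysed here.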

Interestingly, we frequently saw areas of open chromatin occupied by Gli3 and Hand2 that did not contain a high-affinity **c**GBM (Figure 7A–D, black lines). Instead, these loci all displayed Gli3 and Hand2-bound regions containing **d**GBMs (Figure 7A–D, red lines). This was in stark contrast to the Gli3-bound areas of open chromatin heavily populated with **c**GBMs at the *Ptch1* locus (Figure 7—figure supplement 1A, black lines). Furthermore, all four of the selected target genes were initially expressed in E11.5 clusters 0, 4, and 5 (Figure 7E–H), which were shown to give rise to NCC-derived skeletal and glossal derivatives in the E13.5 MNP (Figure 7I–L), via trajectory analysis (Figure 7M–S).

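Counted as CCTCC, the divergent motif was present in every Gli3/Hand2 overlapping MNP peak within 50 kb of *Foxd1*, *Plagl1* and *Myh6*. CCTCC was in 92.6% of all overlapping MNP peaks and in 89.2% of their shuffled copies. Its presence in these few peaks thus does not set them apart. The *Foxd1* peak held 3 CCTCC and 3 CANNTG, and its Gli3-alone peak from 98391120 to 98391652 on chromosome 13 held 6 CCTCC. The *Plagl1* peak held 2 CCTCC and 1 CAGATG. The *Myh6* peaks held 11 CCTCC in the intron of *Pabpn1* and 20 in the peak between genes. The full 8-mer GACCTCCC was present in 1 of these overlapping peaks, the *Myh6* peak between genes, which also holds GACCACCC. Both Hand2 peaks near *Maf* held CCTCC.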

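At *Ptch1*, the Hedgehog receptor gene on chromosome 13 from 63508328 to 63573598 and a direct target of the pathway, 6 Gli3/Hand2 overlapping MNP peaks and 1 Gli3-alone MNP peak lay within 50 kb. Of the overlapping peaks, 3 held GACCACCC. They are the intron peak from 63562544 to 63567174 with 2 copies and 1 GACCTCCC, the intron peak from 63568888 to 63569633 with 1 copy, and the peak from 63572023 to 63574411 with 1 copy, which covers the TSS. The Gli3-alone peak, in an intron from 63555907 to 63556282, held no GACCACCC and 5 CCTCC. In the whole face, 7 Gli3 peaks overlapped a Hand2 MNP peak and 3 did not, with GACCACCC in 3 and 1 of them. The *Ptch1* overlapping MNP peaks ranged in width from 227 to 4631 bp, and the widest held 36 CCTCC.

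**Figure D2:**
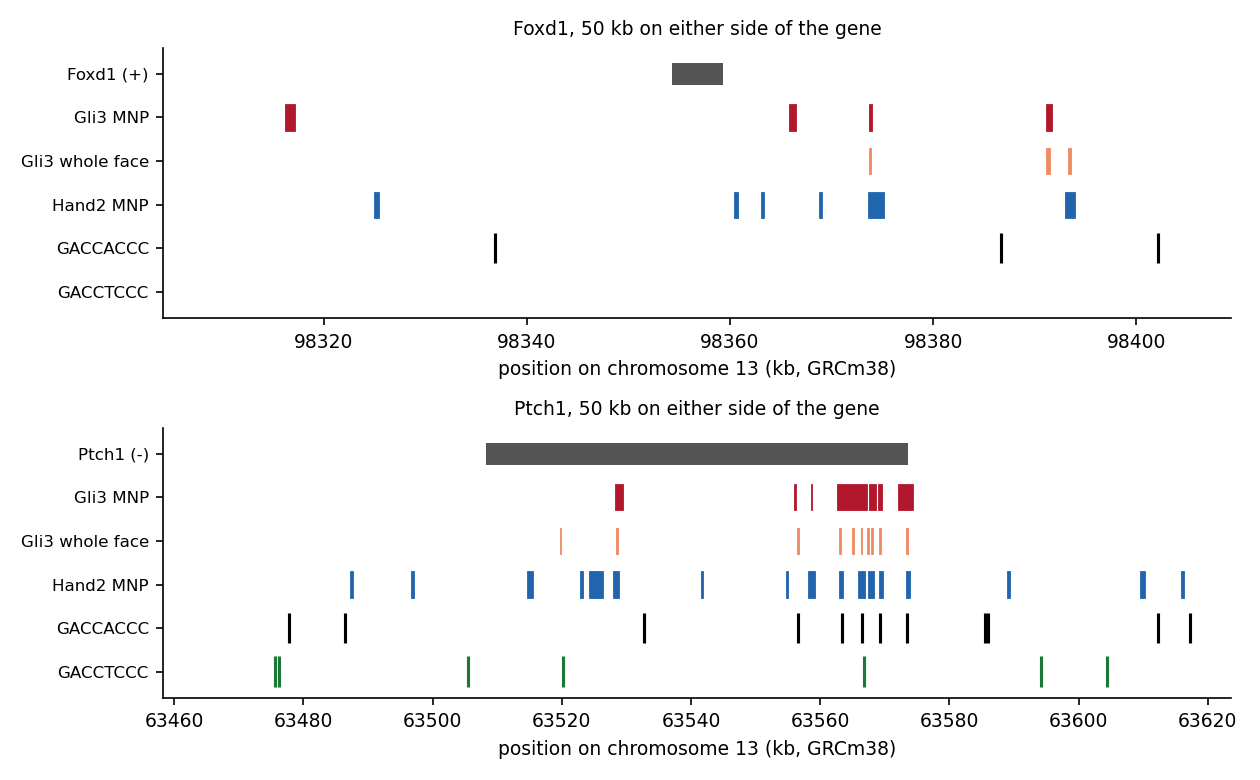
Maps of the stretch of chromosome 13 within 50 kb of *Foxd1* and of *Ptch1* (mm10 position in kb, horizontal axis), with the peaks of Gli3 in the MNP, Gli3 in the whole face and Hand2 in the MNP as bars in separate lanes and the positions of GACCACCC and GACCTCCC as ticks. At *Ptch1* GACCACCC lies under 3 overlapping MNP peaks, and at *Foxd1* under none.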

**Figure 7.**
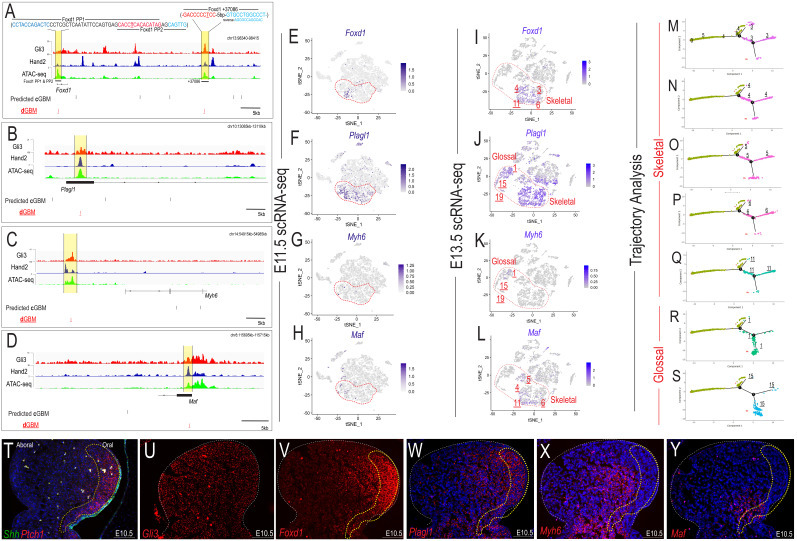
Hand2 correlates with non-canonical Gli-responsive expression patterns. (**A–D**) Overview of MNP-specific regulatory input to the *Foxd1, Plagl1, Myh6,* and *Maf* locus. **c**GBMs (black line) and **d**GBMs (red lines) are indicated below the signal tracks for Gli3 (red) and Hand2 (blue) ChIP-seq and ATAC-seq (green). PP1 = promoter proximal 1, PP2 = promoter proximal 2. (**E–H**) Single-cell expression of *Foxd1*, *Plagl1, Myh6, and Maf* in the E11.5 MNP. Dotted red line indicates *Gli+/Hand2+* NCC clusters (0, 4, 5). (**I–L**) E13.5 scRNA-seq expression in *Gli3/Hand2+* -derived clusters of Gli3 and Hand2 targets involved with MNP patterning. (**M–S**) Single-cell Trajectory analysis plot of integrated E11.5 and E13.5 scRNA-seq MNP samples highlighting E11.5 clusters 0, 4, and 5 likely give rise to the E13.5 glossal and skeletal clusters (**T–U**) Expression of *Shh, Ptch1, and Gli3* as revealed by smFISH in sagittal sections of E10.5 MNPs. Dotted yellow line indicates highest Shh-responsive area marked by *Ptch1*. (**V–Y**) smFISH expression of Gli3 and Hand2 targets involved with MNP patterning. Scale bar: 100 µm. See also Figure 7—figure supplement 1.

**Figure 7—figure supplement 1.**
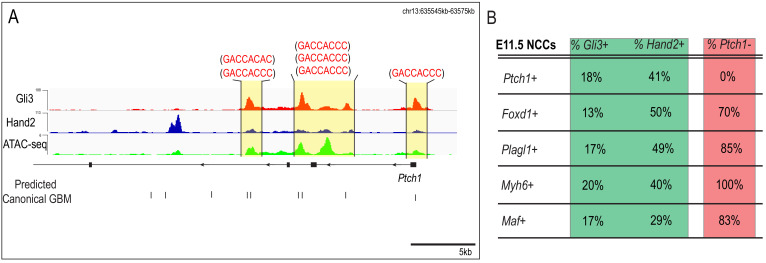
*Ptch1* is activated in response to high Shh through canonical GBMs. (**A**) MNP regulatory landscape for *Ptch1*. Predicated cGBMs are shown as black tickmarks below the tracks and the associated motif is shown above. (**B**) Table showing percent of *Foxd1+, Plagl1+, Myh6+,* or *Maf+* NCCs from scRNA-seq of the E11.5 MNP are also *Gli3+, Hand2+,* or *Ptch1-*.

To follow up on differences in GBM quality/variants observed between *Ptch1* and our identified target genes, we examined expression patterns for all four genes in E10.5 MNPs using RNAscope. As expected, *Ptch1* was expressed in neural crest mesenchyme directly adjacent to an epithelial source of *Shh* on the oral axis of the MNP and was indicative of a high level of Shh pathway activity (Figure 7T, dotted yellow line). As previously described, *Gli3* expression was uniformly observed throughout the oral-aboral axis of the MNP (Figure 7U). Interestingly, all four of our identified target genes (*Foxd1, Plagl1, Myh6* and *Maf*) were expressed both within and outside of the *Ptch1* domain in neural crest-derived mesenchyme of the MNP (Figure 7T–Y). To quantify this observed phenomenon, we used our E11.5 scRNA-seq to determine that the majority of *Foxd1+, Plagl1+, Myh6+,* or *Maf+* NCCs did not express *Ptch1* (Figure 7—figure supplement 1B). Thus, our data suggested that Hand2 and Gli3 collaborate at **d**GBMs to activate transcriptional networks within MNP NCCs to establish osteogenic, chondrogenic, and glossal/muscle cell fates. These data further suggested that despite being Gli3 targets, these genes did not require graded Shh activity for expression, but rather utilized combined input from Gli3/Hand2.

### Gli3 and Hand2 synergize at dGBMs

Cooperating TFs frequently bind with a preferred spacing and orientation (Jolma et al., 2013; Narasimhan et al., 2015). To further understand the mechanisms of Gli3 and Hand2 cooperation at CRMs containing **d**GBMs, we tested if there was a statistical preference for any single spacing or orientation of GBMs and E-boxes inside of Gli3/Hand2 overlapping genomic regions using the previously published COSMO method (Narasimhan et al., 2015). Despite identifying 628 ‘intersecting peaks’ that contain a GBM and Hand2 motif within 100 bases of each other, no particular spacing/configuration was present in greater than ~0.2% of sequences (Figure 8—figure supplement 1A; Supplementary file 3). These findings suggested flexibility in the regulatory architecture governing the spacing and orientation of Gli3 and Hand2 binding sites within CRMs bound in the developing MNP. 

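Of the Gli3/Hand2 overlapping peaks, 132 held a GACCNCCC and a CAGATG with 0 to 100 bp between them. The most frequent single arrangement, with the motifs directly next to each other (0 bp between) and the E-box upstream on the opposite strand, occurred in 4 peaks, 0.120% of the overlapping peaks. When the E-boxes were placed at random within their peaks 100 times, the most frequent arrangement had a mean of 3.23 peaks and at most 5 (one-sided permutation p = 0.27; the smallest possible is 0.0099). The other pairs were spread over many arrangements of distance, side and strand. With CANNTG as the E-box, 500 peaks held a pair and the most frequent arrangement occurred in 0.360% (permutation p = 0.15). With CCTCC or CCACC as the GBM, 925 peaks did, with 0.570% (permutation p = 0.25). In the middle 200 bp, 70 peaks held a pair.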

Based on these results, we identified three potential regulatory regions near the *Foxd1* promoter for further functional analysis. 

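The sequences that Figure 8 prints for *Foxd1* were located in the mm10 reference. An E-box sequence, CCTACCAGACTC, lies on chromosome 13 from 98353832 to 98353843, at -410 bp relative to the *Foxd1* TSS and between genes. A GBM sequence, CACCTCACACATAG, lies from 98353866 to 98353879, with 22 bp between them. With the E-box that follows it, CACCTCACACATAGAGCAGTTG, it reaches from 98353866 to 98353887. The whole stretch, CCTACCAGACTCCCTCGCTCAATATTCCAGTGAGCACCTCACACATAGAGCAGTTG, holds no CCTCC and 1 CANNTG. None of the deposited peaks covers it. Measured to the edge, the closest Gli3 MNP peak is 11891 bp away, the closest Gli3 whole face peak 19833 bp and the closest Hand2 peak 6470 bp. Peaks called on pooled replicates were not searched here. Downstream of the gene, the E-box sequence GTGCCTGGCCCT lies on the minus strand from 98391709 to 98391720, 37467 bp downstream of the TSS. On that strand the reference reads GACCCCCTCCTAAGGGTGCCTGGCCCT from 98391735 to 98391709, with 1 CCTCC and no CANNTG. The GBM sequence printed in Figure 8D, GACCCCTCCT, has no exact copy in the 105064 bp around the gene. Position 98391328, also downstream, lies within the Gli3-alone MNP peak and a Gli3-alone whole face peak (98391132 to 98391498), 1645 bp from the closest Hand2 peak. The E-box sequence lies 57 bp outside that MNP peak.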

We designated a region containing a **d**GBM 22 base pairs downstream of an E-box and two base pairs upstream of a second E-box as promoter proximal 1 (PP1) and promoter proximal 2 (PP2), respectively, and designated a second putative regulatory region downstream of the *Foxd1* coding region as +37086 (Figures 7A and 8A).

**Figure 8.**
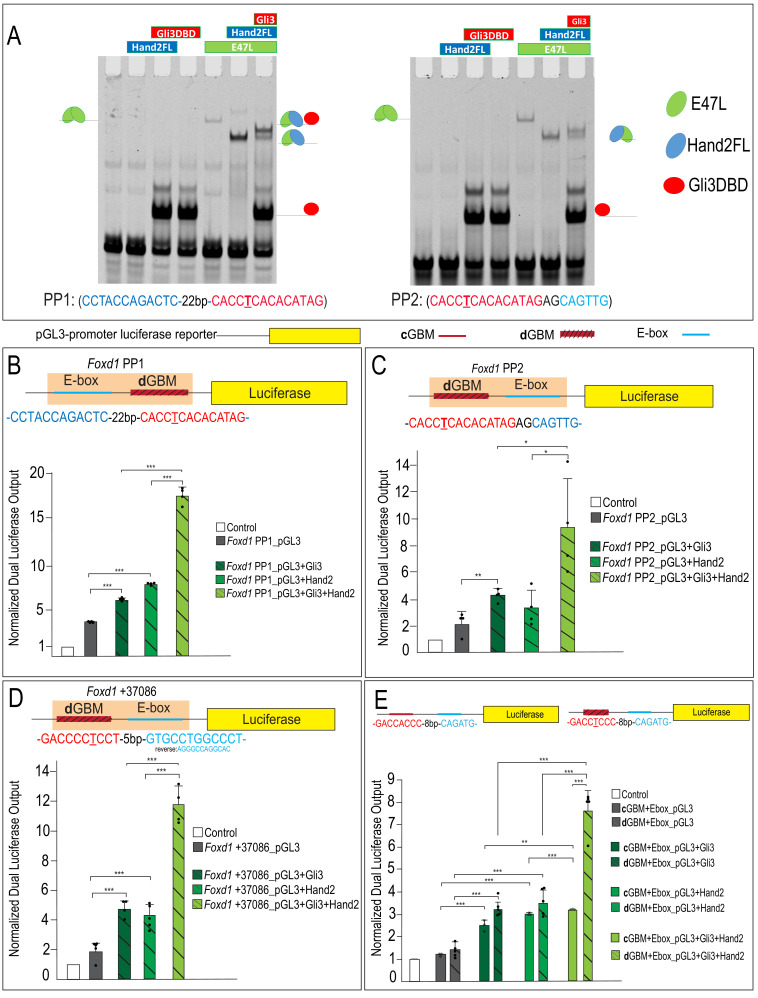
Gli3 and Hand2 synergistically activate low-affinity **d**GBMs. (**A–C**) Luciferase reporter activity of the endogenous *Foxd1* putative regulatory region fragments PP1, PP2, and +37086 after transfection with Gli3, Hand2, or both in O9-1 cells. (**D**) Luciferase reporter activity of synthetic constructs containing a **c**GBM and E-box (solid bars) or **d**GBM and E-box (hatched bars) in response to transfection of Gli3, Hand2, or both in O9-1 cells. Data are expressed as mean + SD with biological replicates shown as dots. *p<0.05, **p<0.01, ***p<0.001. See also Figure 8—figure supplements 1 and 2. Figure 8—source data 1.Pooled ChIP-seq replicate peak calls.

**Figure 8—figure supplement 1.**
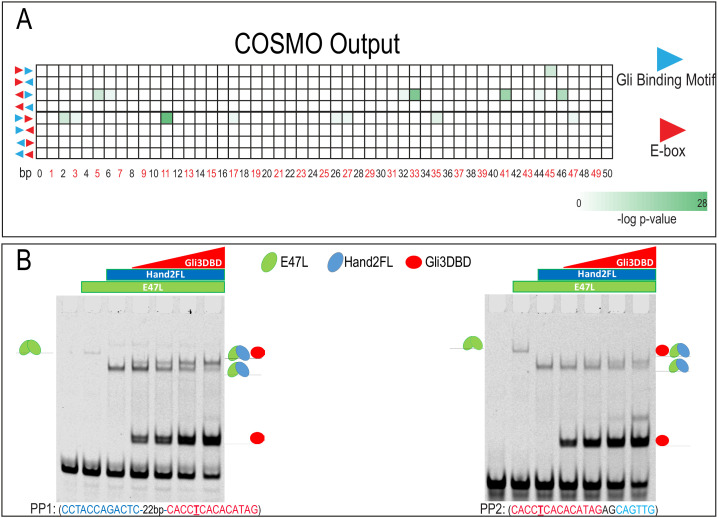
No observed enriched spacing or orientation of GBM and Ebox. (**A**) Heatmap showing p-values associated with COSMO outputs for spacing and orientation of TF binding site enrichment. Number of base pairs separating motifs increase from left to right, orientations and directionality of motifs tested are schematized on the left. No single orientation or spacing was conserved for GBMs and E-boxes within Gli3 and Hand2 overlapping ChIP-seq peaks in the MNP. (**B**) EMSA for PP1 and PP2 using increasing concentrations of Gli3DBD, Hand2 full-length (FL), and E47L/Tcf3, the Hand2 heterodimerization partner. Increasing concentrations of Gli3DBD results in increased binding of a supershift complex. The observed complexes are illustrated for clarity.

**Figure 8—figure supplement 2.**
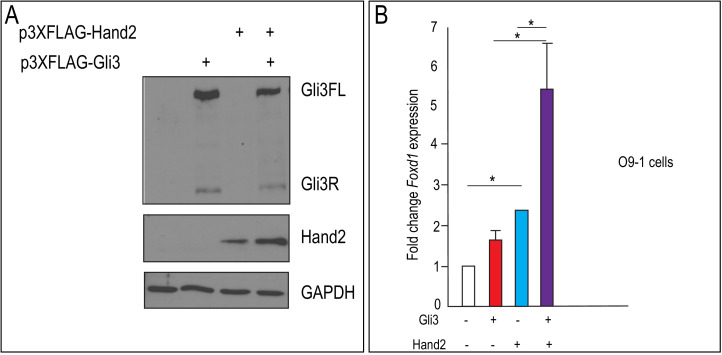
Gli3 and Hand2 co-expression synergistically activates *Foxd1 in vitro*. (**A**) Western blot using α-FLAG antibody to detect protein expression from plasmids p3XFLAG-Hand2 and p3XFLAG-Gli3, following transfection into mouse embryonic fibroblasts. (**B**) RT-qPCR fold change of *Foxd1* after transfection with Gli3, Hand2, or both in O9-1 cells. Data are expressed as mean + SD with biological replicates indicated as dots. *p<0.05, **p<0.01, ***p<0.001. Figure 8—figure supplement 2—source data 1.Results from COSMO algorithm.

While ChIP data was highly suggestive of Gli3/Hand2 co-occupancy at regulatory regions containing **d**GBM and E-box motifs, it did not test if Gli3 and Hand2 were able to simultaneously bind an endogenous **d**GBM and an adjacent E-box. To address this question, we performed gel-shift assays with the Gli3 DNA-binding domain and full-length Hand2 (Hand2FL) on putative endogenous CRMs near the *Foxd1* locus. Gel-shift analysis revealed that the Gli3 DNA-binding domain independently binds the **d**GBM present in PP1 and PP2 (Figure 8A). In addition, we found that Hand2 could not independently bind the E-box motifs present in the PP1 and PP2 probes but could bind as a heterodimer in the presence of E47L (Tcf3), an E-protein bHLH that cooperatively binds DNA with many tissue-specific bHLHs (Figure 8A). This is consistent with reports that binding of many bHLH TFs require dimerization with other widely expressed E-protein family members (Firulli, 2003). Importantly, Gli3 and Hand2 were able to simultaneously bind **d**GBM/E-box regions within both PP1 and PP2 (Figure 8A), in a dose-dependent manner (Figure 8—figure supplement 1B). Together, these data suggested that Gli3 and Hand2 simultaneously occupy potential regulatory regions containing a low-affinity **d**GBM and an E-box. We next sought to investigate how Gli3/Hand2 cooperation impacted transcriptional output.

To examine Gli3/Hand2 transcriptional activity, we generated luciferase reporter constructs containing either PP1, PP2 or +37086 putative *Foxd1* regulatory regions regulatory regions that contained **d**GBMs and E-boxes. Constructs were transfected into the cranial NCC line, O9-1 (Ishii et al., 2012) and luciferase activity was measured after transfection of Gli3 alone, Hand2 alone or Gli3 and Hand2 together (Figure 8B–D; Figure 8—figure supplement 2A). Gli3 alone induced luciferase expression in *Foxd1* PP1, PP2, and +37086 (Figure 8B–D). Hand2 alone induced activity of PP1 and +37086 but did not significantly increase luciferase activity of PP2 relative to the control. Similar to the output observed with synthetic constructs, co-expression of Gli3 and Hand2 elicited significant and synergistic outputs at all three putative regulatory elements containing endogenous **d**GBMs (Figure 8B–D; light green hatched bars). This surprising synergism between Gli3 and Hand2 was further confirmed *in vitro* by examining *Foxd1* expression in O9-1 cells, where the presence of Gli3 and Hand2 culminated in synergistic expression of *Foxd1* (Figure 8—figure supplement 2B).

To confirm that the observed synergism was dependent upon the presence of Gli3 and Hand2 with a **d**GBM plus an E-box, we generated synthetic luciferase reporter constructs containing either the **c**GBM or a **d**GBM plus an E-box (**c**GBM+E-box, **d**GBM+E-box, respectively) and again transfected O9-1. Luciferase activity was measured after transfection of Gli3 alone, Hand2 alone or Gli3 and Hand2 together (Figure 8E). Regardless of the GBM present, expression of either Gli3 alone or Hand2 alone significantly elevated the luciferase activity of reporter constructs relative to control conditions (Figure 8E). Co-expression of Gli3 and Hand2 with the **c**GBM+E-box synthetic reporter resulted in a small, but significant increase in luciferase expression compared to either Gli3 or Hand2 alone. In stark contrast, co-expression of Gli3 and Hand2 in the presence of the **d**GBM+E-box synthetic reporter resulted in a significant and synergistic (more than additive) upregulation of luciferase expression compared to either Gli3 or Hand2 alone (Figure 8E). Together, these results indicated that (1) the low-affinity **d**GBM conveyed a distinct function from the **c**GBM, (2) the low-affinity **d**GBM+E-box produced synergistic transcriptional output in the presence of Gli3 and Hand2 and (3) synergistic activity was independent of a graded Hh signal, since the response was observed without Hh stimulation.

To confirm that this synergism was dependent upon the presence of both a **d**GBM and E-box, we performed site-directed mutagenesis. Mutation of either the **d**GBM or E-box sequence eliminated synergistic output in *Foxd1* endogenous putative regulatory regions (Figure 9A; Figure 9—figure supplement 1A). Furthermore, to determine if the central ‘T’ which we used to define **d**GBMs was causative for the synergistic output, we mutated the ‘T’ in the PP2 putative regulatory region to an ‘A’, resembling a **c**GBM. This single base-pair ‘T > A’ change significantly increased affinity of Gli3 for the GBM and abolished the synergistic luciferase output when Gli3 and Hand2 were co-expressed (Figure 9B–E). Together, these data support a novel, tissue-specific transcriptional mechanism in which Gli3 and Hand2 utilize low-affinity **d**GBM and E-boxes to promote synergistic activation of *Foxd1* (and likely other MNP targets) outside of a Hh gradient (Figure 10).

**Figure 9.**
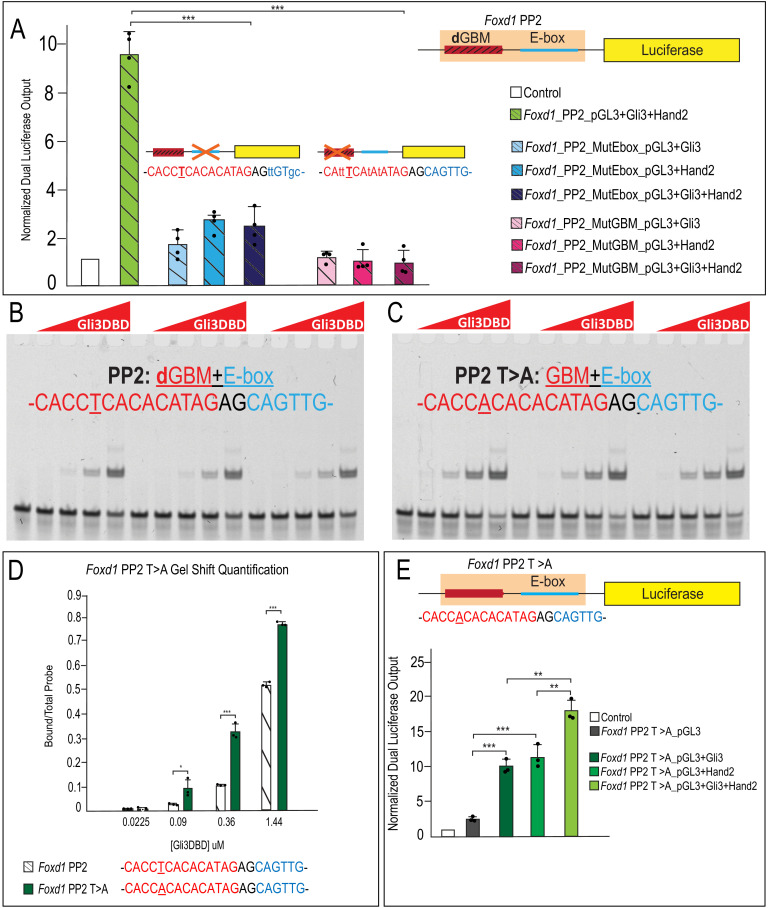
Occupancy of low-affinity **d**GBM and E-box are required for synergism. (**A**) Luciferase reporter activity of mutant GBM or E-box motifs from *Foxd1* PP2 showing mutation of E-box or GBM abolishes synergistic activation. (**B–C**) EMSA for Gli3DBD binding affinity of (**C**) endogenous *Foxd1* PP2 or (**D**) T > A mutant *Foxd1* PP2. (**D**) Quantification of (**B**) and (**C**) showing increased Gli3DBD binding affinity of endogenous *Foxd1* PP2 (white hatched) compared to T > A mutant *Foxd1* PP2 (green). (**E**) Increased luciferase reporter activity when T > A change is made within *Foxd1* PP2. Data are expressed as mean + SD. Luciferase data have biologic replicates shown as dots. *p<0.05, **p<0.01, ***p<0.001. See also Figure 9—figure supplement 1. Figure 9—source data 1.GO terms associated with Differentially Expressed Genes.

**Figure 9—figure supplement 1.**
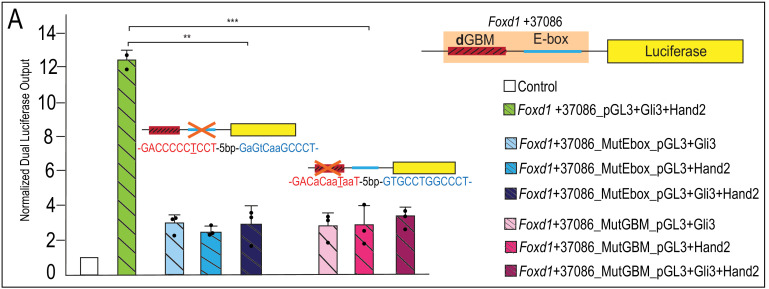
Mutations of **d**GBM or E-box of *Foxd1* +37086 putative enhancer abolish Gli3-Hand2 synergism. (**A**) Luciferase reporter activity of mutant GBM or E-box motifs from *Foxd1* +37086 showing mutation of E-box or GBM abolishes synergistic activation. Data are expressed as mean + SD with biological replicates indicated as dots. *p<0.05, **p<0.01, ***p<0.001. Figure 9—figure supplement 1—source data 1.hared ChIP-seq peaks between replicates.

**Figure 10.**
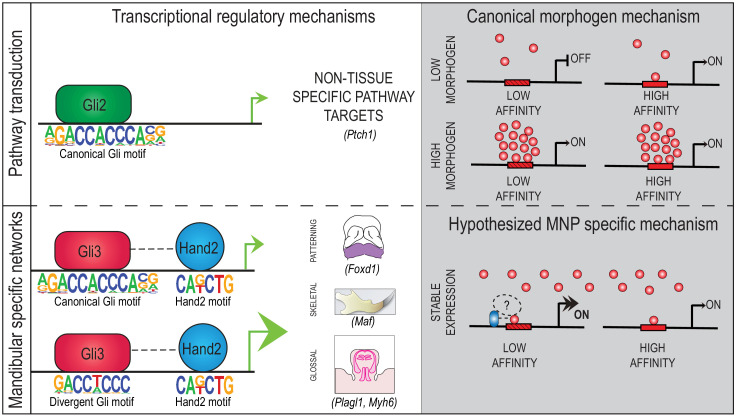
Model of Gli3-Hand2 cooperation in the developing MNP. Model of Gli3-Hand2-specific cooperation at low-affinity **d**GBMs drives patterning, skeletal and glossal GRN in regions of the MNP outside of the highest Shh ligand concentration.

## Discussion

Substantial evidence has long supported the idea that the Hh signaling pathway utilizes a morphogen gradient to convey a threshold of activation responses necessary to pattern tissues throughout the embryo (Dessaud et al., 2008). While the concept of a morphogen gradient has been supported by several biochemical and genetic studies, a significant gap remains in understanding the mechanisms of how cells perceive and transduce morphogens. This knowledge gap is especially evident within the developing craniofacial complex, where despite requiring a localized, epithelial Hh source, neither a *Gli* gradient nor a primary requirement of a single Gli (e.g. Gli2 or Gli3) is apparent within facial prominences. In this study, we have uncovered a unique mechanism used in the developing mandible that produces synergistic target gene responses outside of a traditional morphogen gradient by utilizing regulatory elements containing low-affinity GBMs that integrate input from a tissue-specific binding partner. Specifically, our results establish a novel relationship between Gli3 and Hand2, in which these factors synergize at low-affinity ‘divergent’ GBMs (**d**GBMs) for a subset of target genes important for key processes in mandibular development including patterning, skeletogenesis and glossogenesis (Figure 10). To our knowledge, this is the first study to identify and explore variable levels of Gli-dependent transcriptional activity across a field of cells as a mechanism for generating cellular identities in the developing face.

### Low-affinity GBMs function as important transcriptional determinants

TF binding site affinity is one mechanism utilized by cells in other tissues to produce graded threshold responses (Driever et al., 1989; Oosterveen et al., 2012; Peterson et al., 2012). The established model states that target genes within a high concentration of the morphogen gradient are activated through low-affinity sites (Jiang and Levine, 1993), whereas those exposed to lower morphogen concentrations utilize high-affinity sites (Ip et al., 1992). Despite the validation of this idea in many contexts, regulation of several Hh targets are inconsistent with this model. For example, in the *Drosophila* imaginal disc, *ptc* is restricted to the highest Hh threshold and is regulated by high-affinity canonical GBMs, whereas, *dpp* is expressed broadly throughout the Hh gradient and is regulated by low-affinity non-canonical GBMs (Wang and Holmgren, 1999; Parker et al., 2011). Previous ChIP studies in the developing limb have reported that while 55% of Gli-binding regions contained a high-affinity GBM, the remaining 45% of regions contained a low-affinity GBM or no GBM. Interestingly, low-affinity GBMs are strongly conserved across both tissues and species (Vokes et al., 2008; Parker et al., 2011). Furthermore, the same study also reported that a small number of Gli-binding regions contained limb-specific variants of the GBM, supporting previous reports that low-affinity motifs are absolutely critical to confer spatially distinct gene expression (Jiang and Levine, 1993; Lebrecht et al., 2005; Vokes et al., 2008). Our findings are the first to report how GBM affinity is utilized in a craniofacial context. In the face, we identified low-affinity, divergent binding sites that were necessary and sufficient to drive robust gene expression required for mandibular development (Figure 10). Interestingly, as no discernable concentration gradient of *Gli2/Gli3* in the developing mandible exists, the utilization of these low- affinity divergent sites is likely not dictated by a graded Hh signal. It should be noted, that while Gli3 is capable of binding to **d**GBMs on its own, motif enrichment analyses did not reflect this occurring at a high frequency *in vivo*. Thus, these data suggested that co-factors such as Hand2 may be necessary to ‘recruit’ Gli3 to **d**GBMs in proximity to an E-box. This hypothesis is further supported by the fact that despite *Hand2* having a more restricted expression domain than *Gli3* within the developing MNP, conditional loss of *Hand2* alone in NCCs generates a more severe mandibular phenotype than that observed in *Gli2/Gli3* conditional mutants. Additional studies will be necessary to fully understand the complex network of inputs that contribute to GBM binding specificity.

Previous studies examining Gli-binding in the limb and central nervous system (CNS) have identified E-boxes within Gli ChIP-seq peaks. *De novo* motif analysis revealed an E-box enriched in limb Gli-binding regions with or without a high-affinity GBM (Vokes et al., 2008). At the time, the significance of the E-box to Gli3 transcriptional activity was unknown. In the developing CNS, an E-box was the second ranked motif identified in Gli1 ChIP-seq peaks (Lee et al., 2010). Mutational analyses determined these E-boxes had varying (context-specific) effects on Gli-mediated transcription, sometimes conferring no affect, while in other cases reducing Gli1-responsiveness (Lee et al., 2010). Our studies significantly advance these findings by demonstrating that co-utilization of GBMs and E-boxes allows Gli TFs to utilize lower affinity sites and produce synergistic transcriptional outputs. Furthermore, our mutational analyses revealed that a single base-pair substitution (‘A’ with a ‘T’ at the central 5^th^ residue) was sufficient to convey both affinity and synergism. Interestingly, similar divergent, low-affinity GBMs with a medial ‘T’ were previously reported in *Drosophila* within the *dpp* enhancer (Parker et al., 2011). In light of the *dpp* expression pattern, which is broad and found throughout the Hh gradient, it is tempting to speculate that the presence of this medial ‘T’ and subsequent low-affinity GBM could be an evolutionarily conserved mechanism used to generate variable levels of Hh target gene expression independent of a Hh threshold and distinct activator and repressor Gli isoforms.

### Interactions with other TFs control context-specific functions of Gli TFs in the face

While traditional descriptions of Gli-mediated Hh signal transduction do not include the requirement of binding partners, there is an established precedence for this concept. A number of TFs have been implicated as partners capable of interacting with Gli TFs and subsequently modulating Gli transcriptional activity. For example, Gli and Zic proteins were previously reported to physically interact through their zinc-finger domains to regulate subcellular localization and transcriptional activity important during neural and skeletal development (Brewster et al., 1998; Koyabu et al., 2001; Zhu et al., 2008). The pluripotency factor Nanog was also reported to physically interact with enhancer-bound Gli proteins to reduce the transcriptional response of cells to a Hh stimulus (Li et al., 2016). The Sox family of TFs has also been implicated in associating with Gli proteins to modulate transcriptional responses in various tissues (Peterson et al., 2012; Tan et al., 2018). Within the developing NT, Sox2 was determined to have a significant number of overlapping target genes, as Gli1 and Gli1/Sox2-bound CRMs were shown to induce Shh target gene expression (Peterson et al., 2012). Furthermore, Sox9 and Gli directly and cooperatively regulate several genes important in chondrocyte proliferation (Tan et al., 2018). Finally, recent studies have revealed that the bHLH TF Atoh1 synergizes with Gli2 to activate a medulloblastoma transcriptional network (Yin et al., 2019).

While several previous studies have reported interactions between Hand2 and the Gli TFs in the limb and in establishing left-right asymmetry, the mechanistic relationship appears to be tissue-specific and facets of this relationship still remain elusive. For example, Hand2 is believed to function downstream of Shh during establishment of left-right asymmetry (Olson and Srivastava, 1996), while Hand2 is believed to regulate *Shh* expression in the developing limb (Charité et al., 2000; Fernandez-Teran et al., 2000; Yelon et al., 2000; McFadden et al., 2002). Interestingly, in the context of Hand2 acting upstream of Shh, previous studies suggested this to be a DNA-binding-independent effect, (McFadden et al., 2002) and propose that protein-protein interactions or dimer equilibrium can target Hand TFs to regulatory regions (Firulli, 2003).

Our work identified a novel relationship between Gli3 and Hand2 that is both unique to the tissue of origin (mandible) and the nature of the interaction (physical interaction, DNA-dependence) (Figure 10). First, our RNA-seq analyses on *Gli2^f/f^;Gli3^f/f^;Wnt1-Cre* and *Hand2^f/f^-Wnt1-Cre* mandibular tissue did not reveal any changes in *Hand2* or *Shh* expression, respectively, suggesting that unlike the relationship in the limb or in establishing polarity, there was not a cross-regulatory relationship between Shh and Hand2 in the mandible. Second, our site-directed mutagenesis experiments suggested that DNA-binding at some level is required for the Gli3/Hand2 synergism in the MNP, as opposed to the posited DNA-independent mechanism in the limb. Interestingly, the orientation and spacing of E-box and GBMs was not conserved, suggesting flexibility in the architecture underlying Gli3 and Hand2 co-regulatory interactions. The presence of additional TF motifs found in close proximity to GBMs, together with the established knowledge that Gli can interact with a number of other TFs, suggests that a larger protein complex may be at work (Figure 10, dotted circle). Furthermore, the cadre of proteins in this complex could vary depending upon the particular genomic locus and the role it plays regulating transcription either positively or negatively. Future studies will address the role, if any, these other proteins play in modulating Gli transcriptional output in the developing craniofacial complex.

### Gli3 functions as an activator within the developing craniofacial complex

In general, there are two accepted mechanisms for positive Gli-mediated transcriptional regulation: activation and de-repression (Falkenstein and Vokes, 2014). Activation refers to the full-length GliA isoform binding regulatory regions of target genes and driving gene expression. Gli1 and Gli2 play the predominant role in activating transcription (Ding et al., 1998; Matise et al., 1998; Park et al., 2000; Stamataki et al., 2005), and are believed to function within the highest concentrations of the Hh gradient (Pan et al., 2006). In the human face, loss of Gli2 has been associated with several craniofacial anomalies presenting with loss-of-function Hh phenotypes such as microcephaly, hypotelorism and a single central incisor (Roessler et al., 2003). Interestingly, mutations in Gli2 have no reported effects on the mandible.

De-repression is the second major mechanism of Hh signal transduction. In this case, targets silenced by the GliR require alleviation of this repression for expression. Subsequent activation can then occur from either GliA or additional TFs. GliR function is primarily carried out by Gli3 and is indispensable for proper Hh-dependent patterning (Litingtung and Chiang, 2000; Wang et al., 2000; Oosterveen et al., 2012; Lex et al., 2020). Recent studies in the limb, which is dependent upon Gli3R for proper patterning, have shown that not all GBMs are created equal. While some GBMs appear to be completely dependent on a Hh input, others remain ‘stable’ with Gli3 occupancy occurring independent of the morphogen (Lex et al., 2020). However, to date, no classification system of GBM utilization in the face has been established. In the face, Gli3R is also the predominant repressor for facial patterning, as loss of Gli3 has been associated with several human craniofacial anomalies presenting with gain-of-function Hh phenotypes including Greig cephalopolysyndactyly (Vortkamp et al., 1991; Vortkamp et al., 1992; Hui and Joyner, 1993; Wild et al., 1997).

Our current study reveals a previously unappreciated role for Gli3A in craniofacial development. Our genetic, biochemical and genomic data suggest Gli3/Hand2 complexes are specifically required to initiate patterning of the MNP and skeletogenic/glossogenic transcriptional networks. Several possibilities exist to explain why Hand2-dependent synergistic activation of targets may be unique to Gli3. First, while Gli3R is highly stable, Gli3A is reportedly not as stable as Gli2A (Pan et al., 2006; Humke et al., 2010; Wen et al., 2010). Association with Hand2 (and possibly other TFs in complex) may stabilize Gli3A, preventing degradation and allowing the isoform to function more efficiently. A second possibility is that Gli2A may predominantly utilize high-affinity, canonical GBMs to activate pathway targets, while Gli3A (when in complex with Hand2) predominantly utilizes low-affinity, divergent GBMs to activate tissue-specific targets independent of Hh concentration (Figure 10).

An additional explanation for the observed expression of *Gli3* outside the Shh threshold is that *Gli3* itself is additionally regulated by other molecules and functions independently of the Hh pathway. A number of previous studies have shown that *Gli3* expression can be directly regulated by other pathways including the FGF and Wnt pathways (Hasenpusch-Theil et al., 2012; Hasenpusch-Theil et al., 2017). Given our findings, additional regulatory mechanisms may be at play in patterning the mandible that include both Hh-independent and Hh-dependent roles for Gli3, as have been described in the limb and thymus (te Welscher et al., 2002; Hager-Theodorides et al., 2009). Determining if these mechanisms also exist within the mandible, and within other craniofacial prominences, is one aspect of our ongoing work.

In closing, our results reveal a novel transcriptional mechanism for Gli signal transduction in the developing craniofacial complex outside of the traditional graded Hh signaling domains. Our data, compared to that in other organ systems, highlight the diversity of mechanisms utilized by Gli TFs across different tissues (Figure 10). As an organ system, the craniofacial complex is unique because it originates from facial prominences that constitute distinct developmental fields, in both cell content and transcriptional profiles. Thus, as Hand2 is only expressed in the MNP, our data pose the interesting possibility that facial prominences use unique, prominence-specific Gli partners to transduce Gli signals during craniofacial development. Furthermore, our data suggests sequence variation within GBMs, may also contribute to tissue-specific Gli transcriptional output. The discovery that a single base-pair within GBMs can relay significant transcriptional activity may lend new insight into examining genetic mutations in human patients with craniofacial anomalies.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Anti-Gli3 (Goat polyclonal)	R and D Systems	Cat.#AF3690; RRID:AB_2232499	(1:1000)
Antibody	Anti-dHand M-19 (Goat polyclonal)	Santa Cruz Biotechnology	Cat.#Sc-9409; RRID:AB_2115995	(1:1000)
Antibody	Anti-Flag M2 (Mouse monoclonal)	Sigma-Aldrich	Cat.#F1804; RRID:AB_262044	(1:1000)
Cell line (*M. musculus*)	O9-1 cells	Ishii et al., 2012		Gift from R. Lipinski Lab
Cell line (*E. coli*)	BL21 cells	Promega	Cat.#L1195	
Peptide, recombinant protein	E47L/Tcf3	Purified protein, contact B. Gebelein	NP_001157619.1	peptide, recombinant protein
Peptide, recombinant protein	Gli3DBD	This paper	NP_032156.2 (full protein)	Purified protein, inquiries should be addressed to B. Gebelein
Peptide, recombinant protein	Hand2	This paper	NP_034532.3	Purified protein, inquiries should be addressed to B. Gebelein
Peptide, recombinant protein	Human FGF basic	R and D Systems	Cat.# 233-FB-025	
Peptide, recombinant protein	Leukemia Inhibitory Factor (LIF)	Millipore	Cat.# ESG1106	
Commercial assay or kit	Dual Luciferase Reporter Assay System	Promega	Cat.#E1910	
Genetic reagent (*M. musculus*)	*Gli2^flox^*	PMID:16571625	JAX stock # 007926; RRID:IMSR_JAX:007926	Gift from A. Joyner, Memorial-Sloan-Kettering Cancer Center
Genetic reagent (*M. musculus*)	*Gli3^flox^*	PMID:18480159	JAX stock # 008873; RRID:IMSR_JAX:008873	
Genetic reagent (*M. musculus*)	*Hand2^flox^*	PMID:17075884	JAX stock # 027727; RRID:IMSR_JAX:027727	
Genetic reagent (*M. musculus*)	*Wnt1-Cre: H2az2^Tg(Wnt1-cre)11Rth^*	PMID:9843687	MGI:2386570; RRID:IMSR_JAX:003829	Gift from R. Stottmann
Genetic reagent (*M. musculus*)	*Gli3tm1.1Amc/Grsr* (*3XFLAGbio*)	PMID:24990743; 27146892	JAX stock #026135	Generated by K.A. Peterson
Genetic reagent (*M. musculus*)	*Hand2^3xFlag^*	PMID:25453830		Generated by R. Zeller
Recombinant DNA reagent	pGL3-promoter (plasmid)	Promega	Cat.#E1761	Luciferase reporter
Recombinant DNA reagent	p3XFLAG-Gli3 (plasmid)	This paper		Full-length Mouse Gli3 cloned into p3XFlag backbone. Inquiries should be addressed to S. Brugmann
Recombinant DNA reagent	p3XFLAG-Hand2 (plasmid)	This paper		Full-length Mouse Hand2 cloned into p3XFlag backbone. Inquiries should be addressed to S. Brugmann
Sequence-based reagent	Gli2_Flox_F	This paper	PCR primers	AGG TCC TCT TAT TGT CAG GC; Inquiries should be addressed to S. Brugmann
Sequence-based reagent	Gli2_Flox_R	This paper	PCR primers	GAG ACT CCA AGG TAC TTA GC; Inquiries should be addressed to S. Brugmann
Sequence-based reagent	Gli3_Flox_F	This paper	PCR primers	GTC TGT AAC CAG ACG GCA CT; Inquiries should be addressed to S. Brugmann
Sequence-based reagent	Gli3_Flox_R	This paper	PCR primers	GAG AAT GTG TGA CTC CAT GC; Inquiries should be addressed to S. Brugmann
Sequence-based reagent	Hand2_Flox_F	JAX	PCR primers	ACT TGC TGA CTG GGT CCT TG;
Sequence-based reagent	Hand2_Flox_R	JAX	PCR primers	CTC GGC CTA GAG GAC ACT GA
Sequence-based reagent	Cre_F	This paper	PCR primers	GTCCCATTTA CTGACCGTAC ACC; Inquiries should be addressed to S. Brugmann
Sequence-based reagent	Cre_R	This paper	PCR primers	GTTATTCGGA TCATCAGCTA CACC; Inquiries should be addressed to S. Brugmann
Sequence-based reagent	5’IREdye-700 labeled oligo	IDT	For EMSA assays	N/A
Sequence-based reagent	RNAscope probe- Mm Gli3	Advanced Cell Diagnostics	Cat.#445511	
Sequence-based reagent	RNAscope probe- Mm Hand2	Advanced Cell Diagnostics	Cat.#499821	
Sequence-based reagent	RNAscope probe- Mm Shh	Advanced Cell Diagnostics	Cat.#314361	
Sequence-based reagent	RNAscope probe- Mm Ptch1	Advanced Cell Diagnostics	Cat.#402811	
Sequence-based reagent	RNAscope probe- Mm Foxd1	Advanced Cell Diagnostics	Cat.#495501-C3	
Sequence-based reagent	RNAscope probe- Mm Plagl1	Advanced Cell Diagnostics	Cat.#462941	
Sequence-based reagent	RNAscope probe- Mm Myh6	Advanced Cell Diagnostics	Cat.#506251	
Sequence-based reagent	RNAscope probe- Mm Gli2	Advanced Cell Diagnostics	Cat.#405771	
Sequence-based reagent	RNAscope probe- Mm Maf	Advanced Cell Diagnostics	Cat.#412951	
Software, algorithm	Strand NGS	https://www.strand-ngs.com/		
Software, algorithm	HOMER	PMID:20513432	RRID:SCR_010881	
Software, algorithm	RELI	PMID:29662164		
Software, algorithm	COSMO	PMID:25905672		
Other	Cis-BP	PMID:25215497	RRID:SCR_017236	Transcription factor motif library http://cisbp.ccbr.utoronto.ca/index.php

### Mouse strains

The *Wnt1-Cre*, *Hand2^fl^* (Stock No 027727), and *Gli3^fl^* (Stock No 008873) mouse strains were purchased from Jackson Laboratory. *Gli2^f/f^* mice were provided by Dr. Alexandra Joyner at Memorial Sloan-Kettering Cancer Center. As described in PMID 18501887, conditional deletion of *Hand2* using Wnt1-Cre is embryonic lethal ~E12 due to loss of norepinephrine. To rescue this phenotype and for investigation of *Hand2^f/f^;Wnt1-Cre* mutants at later embryonic stages, beginning at embryonic day (E) 8, pregnant dams were fed water containing 100 μg/mL L-phenylephrine, 100 μg/mL isoproterenol, and 2 mg/mL ascorbic acid. All mice were maintained on a CD1 background. Both male and female mice were used. A maximum of 4 adult mice were housed per cage, and breeding cages housed one male paired with up to two females. All mouse usage was approved by the Institutional Animal Care and Use Committee (IACUC) and maintained by the Veterinary Services at Cincinnati Children’s Hospital Medical Center. N ≥ 5 biologic replicates (biologically distinct samples) for each genotype shown.

### Embryo collection and tissue preparation

Timed matings were performed, with noon of the day a vaginal plug was discovered designated as E0.5. Embryos were harvested between E10.5–18.5, collected in PBS, and fixed in 4% paraformaldehyde (PFA) overnight at 4°C, unless otherwise noted. For paraffin embedding, embryos were dehydrated through an ethanol series, washed in xylene, and embedded in paraffin.

### Skeletal preparations

For skeletal preparations, E18.5 embryos were immersed in hot water before skin and soft tissue were removed. Embryos were immersed in 100% ethanol for 48 hr, then acetone for 48 hr. 0.015% alcian blue solution (20% glacial acetic acid and 80% 200 proof ethanol) for 24 hr to stain cartilage was added, then washed with ethanol for 24 hr. Embryos were immersed in 1% fresh KOH for 24–31 hr, then stained with 0.005% alizarin red (in 1% KOH) for 15 hr and transitioned through a series of glycerol dilutions.

### RNAscope *in situ* hybridization

Paraffin-embedded embryos were cut at 5 µm, and staining was performed with the RNAscope Multiplex Fluorescent Kit v2.0 according to the manufacturer’s instructions. Briefly, sections were deparaffinized in xylene, rehydrated through an ethanol series, and antigen retrieval was performed. The following day, probes were hybridized to sections, paired with a fluorophore, and mounted with Prolong Gold after counterstaining with DAPI. *Shh, Ptch1, Gli2, Gli3, Hand2, Foxd1, Myh6, Maf,* and *Plagl1* probes for the assay were designed and synthesized by Advanced Cell Diagnostics. RNAScope experiments were performed on N ≥ 3 biological replicates for each probe.

### RNA extraction and reverse transcription

RNA was extracted from cells using Trizol-Micro Total RNA Isolation Kit (Invitrogen, 15596026). cDNA was synthesized from up to 2 µg of RNA with the High Capacity RNA-to-cDNA Kit (Invitrogen, 4387406).

Quantitative Real-Time PCR qRT-PCR was performed in technical (multiple replicates of the same biological sample) triplicate using PowerUP SYBR Green Master Mix (ThermoFisher Scientific, A25742) on Applied Biosystems QuantStudio 3 Real-Time PCR System (ThermoFisher Scientific) for N = 3 biological replicates. All genes were normalized to *Gapdh* expression.

### Co-immunoprecipitation

MNPs were harvested from E10.5 CD-1 embryos, pooled, and lysed in RIPA buffer containing Halt protease inhibitor cocktail. Protein lysate was incubated with Hand2 (polyclonal goat IgG) or control goat IgG primary antibody overnight at 4C with nutation. Dynabeads Protein G were added the next day and incubated with antibody-lysate mixture for 4 hr at 4C on a nutator. Dynabeads Protein G-antibody-antigen complex was washed three times using RIPA buffer, and antigens were eluted from the beads in SDS sample buffer by boiling for 5 min. N = 4 biological replicates of pooled litters.

### Western blotting

For co-immunoprecipitation, eluted products and 10% of the input were separated by SDS-PAGE and transferred to a PVDF membrane for blotting at 4C with Gli3 (polyclonal goat IgG 1:1000, R and D Systems) and Hand2 (polyclonal goat IgG or mouse monoclonal IgG_1_ 1:1000) primary antibodies. Detection of primary antibodies was performed using infrared-conjugated secondary antibodies (donkey anti-goat or goat anti-mouse IRDye 800CW, LICOR) and acquired using a LICOR infrared scanner. For plasmid verification, F primary antibody (monoclonal M2 mouse IgG_1_) and enhanced chemiluminescence assay (Amersham ECL Primer, GE Healthcare Life Science) were used for detection.

### RNA-sequencing

MNPs were dissected from E10.5 embryos, using at three biologic samples. RNA was prepared for RNA-seq using Invitrogen RNAqueous-Micro RNA Isolation Kit (AM1931). Sequencing was carried out in 150 bp paired-end reads using the Illumina HiSeq2500 system.

### Single-cell RNA-sequencing

Mandibles from E11.5 or E13.5 wildtype CD1 mouse embryos were quickly dissected in ice-cold PBS and minced to a fine paste. Cells were dissociated into a single-cell suspension and sequenced using NovaSeq 6000 and the S2 flow cell. 12.5 mg of tissue was placed in a sterile 1.5 mL tube containing 0.5 mL protease solution containing 125 U/mL DNase and *Bacillus Licheniformis* (3 mg/mL for E11.5 sample and 5 mg/mL for E13.5 sample). The samples were incubated at 4C for a total of 10 min, with trituration using a wide boar pipette tip every minute after the first two. Protease was inactivated using ice-cold PBS containing 0.02% BSA and filtered using 30 µM filter. The cells were pelleted by centrifugation at 200G for 4 min and resuspended in 0.02% BSA in PBS. Cell number and viability were assessed using a hemocytometer and trypan blue staining. 9,600 cells were loaded onto a well on a 10x Chromium Single-Cell instrument (10X Genomics) to target sequencing of 6,000 cells. Barcoding, cDNA amplification, and library construction were performed using the Chromium Single-Cell 3’ Library and Gel Bead Kit v3. Post cDNA amplification and cleanup was performed using SPRI select reagent (Beckman Coulter, Cat# B23318). Post cDNA amplification and post library construction quality control was performed using the Agilent Bioanalyzer High Sensitivity kit (Agilent 5067–4626). Libraries were sequenced using a NovaSeq 6000 and the S2 flow cell. Sequencing parameters used were: Read 1, 28 cycles; Index i7, eight cycles; Read 2, 91 cycles, producing about 300 million reads. The sequencing output data was processing using CellRanger (http://10xgenomics.com) to obtain a gene-cell data matrix.

### Chromatin immunoprecipitation

Individual ChIP-seq experiments were carried out on pooled embryonic tissue collected in ice-cold PBS. Dissected tissues were immediately fixed in 1% formaldehyde/PBS for 20 min at room temp followed by glycine quench (125 mM). ChIP procedures were performed as previously described (Peterson et al., 2012 and Osterwalder et al., 2014). All ChIP experiments were performed using mouse monoclonal anti-FLAG M2 antibody (Sigma-Aldrich). A mock control ChIP sample was made by performing ChIP on tissues isolated from wild-type embryos.

### ATAC-seq

Individual E11.5 MNP’s were collected from wild-type embryos and immediately snap frozen in liquid nitrogen. Nuclei were isolated by incubating in homogenization buffer (250 mM sucrose; 25 mM KCl; 5 mM MgCl_2_; 20 mM Tricine-KOH; 1 mM EDTA; and 1% IGEPAL) for 30 min at 4°C with shaking (800 rpm). Cell nuclei were counterstained with Trypan Blue and counted. Approximately 5 × 10^4^ nuclei were processed for ATAC-seq as previously described (Buenrostro et al., 2015). DNA libraries were sequenced on NextSeq550 (Illumina) to generate 75 bp paired-end reads.

### Protein purification and EMSA

Coding regions for all protein fragments used for EMSA were cloned in-frame with an N-terminal 6xHis-tag in the pET14b vector (Novagen) and expressed in BL21 cells. The mouse E47 (E47L) isoform of the Tcf3 protein containing the bHLH domain (amino acids 271 to 648), the mouse Gli3 (Gli3DBD) protein containing the five zinc fingers in its DNA-binding domain (amino acids 465–648), and the full-length mouse Hand2 (Hand2FL) protein (amino acids 1–217) were purified under denaturing conditions via Ni-chromatography and refolded in Native lysis buffer while on Ni-beads as described previously (Witt et al., 2010; Zhang et al., 2019). Expression of each protein was confirmed via coomassie staining, and protein concentrations were measured via Bradford Assay. Probes were generated as previously described by annealing a 5’IREdye-700 labeled oligo from IDT with the following sequence 5’- CTATCGTAGACTTCG-3’ to each oligo listed below and filling in via a Klenow reaction (Uhl et al., 2016). EMSAs were performed as previously described with the following modification to allow homodimer and heterodimer exchange between bHLH proteins (E47 and Hand2): binding reactions were incubated at 37°C for 40 min before allowing each reaction to cool to room temperature and incubating with DNA probes for an additional 15 min prior to separation on a native SDS gel (Uhl et al., 2010; Uhl et al., 2016). All EMSAs were imaged using a LICOR Clx scanner.

### *In vitro* cell culture

Immortalized O9-1 cranial NCCs were a gift from Dr. Robert Lipinski, originally provided by Dr. Robert Maxon, Keck School of Medicine at the University of Southern California. They were cultured as described in Ishii et al., 2012. Our lab confirmed the identity of these cells by qPCR of neural crest markers and by differentiation into neural crest derivatives. Cells were periodically screened to ensure no mycoplasma contamination.

### Plasmid constructs

Luciferase reporter constructs were generated by cloning putative enhancer fragments into the pGL3-promoter luciferase reporter plasmid. Hand2 and Gli3, were all cloned into a p3XFlag CMV 7.1 plasmid.

### Luciferase reporter assay

O9-1 cells were co-transfected in triplicate with the appropriate luciferase reporter plasmid, a Renilla control plasmid, and a combination of plasmids expressing Gli3 or Hand2 using Lipofectamine 3000. Cells were harvested 24 hr after transfection, and luciferase activity was determined using the Dual Luciferase Reporter Assay System (Promega) and the GLOMAX luminometer. N ≥ 3 biological replicates performed in technical triplicate for each condition.

### Bulk RNA-seq analysis

Paired-end reads were mapped to mm10 genome and transcript abundance was determined using Strand NGS. Differential expression was determined using DESeq2 within Strand NGS. Differentially expressed genes associated with GO-terms are listed in Supplementary file 6.

### Single-cell RNA-seq analysis

Raw reads were sequenced using 10x v2 chemistry for two samples E11.5 and E13.5 MNP. Reads were mapped to mouse transcriptome (mm10) version of the UCSC using Cellranger (Zheng et al., 2017, https://github.com/10XGenomics/cellranger). 7099 E11.5 cells and 6318 E13.5 cells were sequenced, with ~2300 genes per cell in the E11.5 sample, and ~2800 genes per cell in the E13.5 sample. Approximately 70% of the reads were confidently mapped to the transcriptome for each sample. Quality control (QC) was carried out where cells with less than ~1 k UMIs were removed from the quantification analysis. Finally, raw reads were quantified into a raw-counts matrix for cells that passed QC.

Raw counts matrix was analyzed using Seurat (v2.3.4) (Stuart et al., 2019). Briefly, all genes expressed in ≥3 cells and cells with at least 200 genes expressed were used for downstream analysis. Quality filtering of cells was done based on number of genes expressed and percent of mitochondrial expression. Followed by filtering, normalization of data was carried out using log2 transform and a global scaling factor. Highly variable genes (HVGs) which exhibit cell-to-cell variation, were selected by marking the outliers on average Expression vs dispersion plot and cell-cycle effect was regressed by removing the difference between the G2M and S phase. Next, HVGs were used to perform a linear dimension reduction using principal component analysis (PCA) and top 20 principal components (PCs) were used to cluster cells into respective clusters using graph-based knn clustering approach. Markers for each cluster were obtained using Wilcoxon rank sum test in ‘FindAllMarkers’ function. Cell clusters were annotated to respective cell types using a-priori knowledge of defined cell-type markers. Finally, clusters were visualized using t-distributed stochastic neighbor embedding (tSNE) a non-linear dimension reduction.

Further, to understand the similarities and differences among cell types annotated in each sample (E11.5, E13.5 MNP), an integration analysis was performed using Seurat (v3.0) (Stuart et al., 2019, https://github.com/Brugmann-Lab/Single-Cell-RNA-Seq-Analysis). Quality filtering, normalization, cell-cycle regression was performed as explained above. Feature selection (selecting HVGs) was done using variance stabilizing transform (vst) method as described in Seurat tutorial. Next, dimensionality reduction for both samples together was performed using diagonalized canonical correlation analysis (CCA) followed by L2-normalization and finally searching for mutual nearest neighbors (MNNs). Resulting cell-pairs from MNN were annotated as anchors (‘FindIntegrationAnchors’ function Seurat). Those integration anchors were then used to integrate the samples using ‘IntegrateData’ function in Seurat. After integrating the datasets, PCA was performed on integrated data, top 20 PCs were used for cell clustering using graph-based KNN algorithm and the clusters were visualized uniform manifold approximation projection (UMAP). All the visualization of the single-cell data was performed using data visualization functions embedded in Seurat.

Trajectory analysis or ‘Pseudotime’ analysis was performed using Monocle (Trapnell et al., 2014). Briefly, the integrated E11.5 and E13.5 scRNA-seq dataset was assessed for differential gene expression by original cluster, with the top 2000 being used for ordering. Data dimension reduction was performed using the DDRTree method, and cells were ordered using the orderCells function in Monocle 1. All visualization of the trajectory analysis was performed using functions embedded in Monocle.

### ChIP-seq analysis

ChIP-seq libraries were prepared according to manufacturers’ instructions and 1 × 75 bp reads were generated on a NextSeq instrument (Illumina). The resulting reads were mapped to mouse genome assembly mm10 (GRCm38/mm10) using bwa (Li and Durbin, 2009). Pooled replicates were used to identify potential regulatory regions (Supplementary file 4). 

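Supplementary file 5 lists 957 Gli3 MNP peaks, fewer than the deposited Gli3 MNP list used here, and 952 of them touch a deposited peak. Of the Supplementary file 5 peaks, 64.8% shared at least 1 bp with a deposited Hand2 peak. Within the 939 deposited peaks that touch the file's peaks, Gli3-alone peaks held GACCACCC 5.57 percentage points more often than Gli3/Hand2 overlapping peaks (two-sided Fisher's exact test, p = 0.072), and 74.2% of the overlapping peaks held CCTCC and no GACCACCC. Peaks at *Ptch1* illustrate the width of the deposited entries: the peak at its TSS spans 2389 bp. These counts were added after the data were seen.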

A final set of peak calls for each factor to use for motif enrichment was determined using bedtools (Quinlan and Hall, 2010) to merge biological replicates and identify peaks shared between replicates (Supplementary file 5). ChIP-seq peak overlap significance was calculated using the RELI software package (Harley et al., 2018; https://github.com/WeirauchLab/RELI). Nearest upstream and downstream genes were determined for each ChIP-seq peak for global analysis and comparison to bulk and scRNA-seq datasets. Gli3/Hand2 overlapping ChIP-seq peaks were also split into the following categories: those with a **c**GBM (80% match to the top CisBP identified canonical GBM, M08023_2.00), those without a **c**GMB, and those without a **c**GMB and with a **d**GBM (with at least CCTCC). TF binding site motif enrichment analyses were performed using the HOMER software package (Heinz et al., 2010) modified to use a log 2-based scoring system and contain mouse motifs obtained from the Cis-BP database, build 1.94d (Weirauch et al., 2014). DNA 8mer counts were calculated by examining the number of times each of the possible 32,896 8mers occurs in the sequences contained within the given ChIP-seq peakset (on either strand, avoiding double-counting for palindromic sequences). Enrichment for particular orientations and spacings between Gli and Hand motifs was performed using the COSMO software package (Narasimhan et al., 2015).

Statistical Analysis qPCR and luciferase data are represented as mean + SD. Relative luciferase output was calculated by normalizing raw Luciferase output to Renilla output and comparing this dual luciferase output to a control condition. Statistical significance was determined using Student’s *t* test. p-value<0.05 was considered statistically significant. *p<0.05, **p<0.01, and ***p<0.001.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE141431, GSE141173. ChIP data have been deposited in GEO under accession code GSE146961 All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for Figures 1,5,8,9, Figure 1—figure supplement 1, Figure 8—figure supplement 2, and Figure 9—figure supplement 1. The following datasets were generated: ElliottKHBrugmannSA2020bulk RNA-seq of wild-type, Gli2f/f;Gli3f/f;Wnt1-Cre, and Hand2f/f;Wnt1-Cre mouse e10.5 dissection mandibular prominencesNCBI Gene Expression OmnibusGSE141431 ElliottKHBrugmannSA2020Single cell sequencing of dissected mouse mandibular prominence at embryonic day e11.5 and e13.5NCBI Gene Expression OmnibusGSE141173 ElliottKHBrugmannSAPetersonKA2020Gli3 and Hand2 ChIP-sequencing of developing face and mandibular prominenceNCBI Gene Expression OmnibusGSE146961 The following previously published dataset was used: OsterwalderMSpezialeDShoukryMMohanRIvanekRKohlerMBeiselCWenXScalesSJChristoffelsVM2014Genome-wide candidate HAND2 target regions in mouse embryonic tissuesNCBI Gene Expression OmnibusGSE55707

# Supplementary material for: Gli3 utilizes Hand2 to synergistically regulate tissue-specific transcriptional networks
**Source:** eLife. 2020 Oct 2;9:e56450. doi: 10.7554/eLife.56450
**Supplement:** Supplementary file 1.

**Supplemental Table 1.** Differences in gene expression levels from conditional KO study

|  | *Gli2^f/f^;Gli3 ^f/f^;Wnt1-Cre* | | *Hand2 ^f/f^;Wnt1-Cre* | |
| --- | --- | --- | --- | --- |
| **Gene** | **Fold Change^a^** | **Significance^b^** | **Fold Change^a^** | **Significance^b^** |
| *Hand2* | -1.1 | n.s. | -8.1 | p<0.05 |
| *Gli1* | -3.9 | p<0.05 | -1.0 | n.s. |
| *Gli2* | -1.8 | p<0.05 | -1.1 | n.s. |
| *Gli3* | -2.2 | p<0.05 | -1.1 | n.s. |
| *Ptch1* | -1.8 | p<0.05 | -1.2 | n.s. |
| *Shh* | 1.7 | p<0.05 | 1.0 | n.s. |

^a^Relative to wild-type

^b^not significant; n.s.

How the deposited data were processed for this re-analysis (not part of the article)

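The data are peak lists from ChIP-seq with an antibody against FLAG on E11.5 mouse facial tissue: Gli3 in the whole face, Gli3 in the MNP and Hand2 in the MNP, with 2 biological replicates in each of the 3 groups. Samples were mapped to groups from their labels and the paper; the series text gives E10.5 where the labels and the paper give E11.5, and the paper's stage was used. The labels name the molecule as polyA RNA, which is not used here.

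The authors generated 1 × 75 bp reads, mapped them to mm10 (GRCm38) with bwa, called peaks and merged the peaks of both replicates with bedtools; the submitters' processing notes name BWA, bedtools and HOMER without versions. The peak caller is named as MACS in Supplementary file 4 for peaks called on pooled replicates, and for the whole face list it is not given in the sources used here, although the entry names show that each replicate was called against a mock ChIP and an input. The deposited files hold start and end positions and the merged peak names, and no score, fold, p-value or read count, so the authors' peaks could not be ranked or filtered by strength. Reads per sample were not analysed here, and the depth behind the peaks is unknown. The lists hold 5427 (Gli3 MNP), 5752 (Gli3 whole face) and 59583 (Hand2 MNP) peaks.

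From the positions, sequences were taken from the GRCm38 reference and genes from its GENCODE annotation (21951 protein-coding genes). Gli3 peaks were split by whether they share at least 1 bp with a Hand2 MNP peak. Overlap was compared with 1000 placements of each peak at a random position of its chromosome, with its length kept; a placement that touched 50 or more unknown bases in a row was drawn again, a detail settled after the tests were designed. Motifs were counted as exact sequences on either strand: GACCACCC for the cGBM, GACCTCCC or CCTCC for the dGBM, CAGATG and CANNTG for E-boxes. The background was 10 dinucleotide-preserving shuffled copies of each peak, and Fisher's exact test (two-sided) compared the share of peaks with a motif with that of the first copy. Every 8-mer was also counted by the number of peaks that hold it. Genes were assigned as the nearest protein-coding gene upstream and downstream of a peak, as in the paper. The 9 gene lists tested (Hedgehog pathway and targets, mandibular patterning, cartilage, bone, skeletal muscle, neurons, epithelium, blood and endothelium, and liver as a tissue not sampled) were adjusted by Benjamini-Hochberg at 0.05. Spacings of 0 to 100 bp between a GACCNCCC and a CAGATG were compared with 100 random placements of the E-box within its peak. Promoter means a midpoint within 1 kb of a protein-coding TSS. Shares carry 95% Wilson intervals, which cover counting error only. Logistic models and Mantel-Haenszel odds ratios were used where width, GC content or promoters differ between classes.

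HOMER, RELI and COSMO, which the paper used, and its Cis-BP matrices were not used here, so motif matches by matrix, and folds from them, are not the same measure as the exact counts. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, statsmodels 0.14.6 and matplotlib 3.10.9 were used, with the random seed 20201002.

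The programs were tested on simulated data. Shuffling changed the dinucleotide counts of 0 of 400 sequences, and the motif count was right in 400 of 400. A motif put into simulated peaks gave a fold of 17.7 and sequences without it 0.994. A simulated overlap of 51.2% was found as 51.2%, and of 9 lists the test called 1 where 1 had been enriched and 0 among random genes.

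The genes named are, by a rule fixed at the outset, those the paper names as targets or markers beside these data, the 4 members of each list closest to a peak of each class, and the 5 genes or peaks with the most peaks or sites; other genes named were chosen after their values were seen, and are said to be so. Some genes that the rule selects are not reported here. Alternatives tried were a Hand2 overlap covering at least 50% of the Gli3 peak or its midpoint, peaks at least as wide as the median, shifts of 10 to 100 kb, placements at matched TSS distances (bins at 1, 5, 20 and 100 kb), the middle 200 bp, flanks 2 kb away as background, leaving out promoter peaks or repeats, promoters within 500 bp or 5 kb, other definitions of the cGBM, dGBM, GBM and E-box, the single nearest TSS within 100 kb, a model with neighborhood length, and the whole face list in place of the MNP list. All of these alternatives, the tests of the main results and the lists were chosen before the data were examined. Chosen later were the logistic model of GACCTCCC and the reading of the 200 bp comparison of GACCACCC as a test of peak width. The reading of the 200 bp comparison of CCTCC without GACCACCC as a test of base composition was also chosen later. So were the comparison of CCTCC itself with shuffled copies and the comparison of tissues. The closing part names further counts chosen later. Alternatives added later were the stretch shared with a Hand2 peak, the peaks of Supplementary file 5, and leaving out peaks on the 5S ribosomal RNA array (with 5 kb on both sides) and on mitochondrial DNA. Left out were RNA-seq, scRNA-seq, ATAC-seq, limb, EMSA and luciferase data, which were not analysed here.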

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

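Of the tests in this part, the use of the 200 bp comparison of GACCACCC as a test of peak width and of that of CCTCC without GACCACCC as a test of base composition, the test of GACCTCCC adjusted for GC content, the test of CCTCC itself, the comparison of tissues and the counts of the RE1-like element and of the 5S array were chosen after the results were seen.

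The link between Hand2 and a lower share of GACCACCC differed between the lists of the tissues in 3 of 4 versions of the comparison without GC content and in all 4 with it, which is why it is listed here. With all whole face peaks in the middle 200 bp it did not pass without GC content: the ratio of the odds ratios, whole face over MNP, was 0.787, with an interval from 0.618 to just above 1 (with GC content 0.762, 0.597 to 0.972). In the middle 200 bp of peaks, the odds ratio of GACCACCC for Hand2 overlap in whole face peaks without an MNP peak was 0.511-fold that in MNP peaks (interval 0.379 to 0.688). In those whole face peaks, 22.6% of Gli3-alone and 6.85% of overlapping peaks held the 8-mer. In whole peaks the ratio was 0.552 (0.447 to 0.681) with all whole face peaks and 0.362 (0.277 to 0.474) with those lacking an MNP peak. With GC content, the other ratios were between 0.341 and 0.542.

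A 2-part element, TCAGCACCNNGGACAG, which resembles the RE1 site of the neuronal repressor REST, was present in 42 of 5427 Gli3 MNP peaks, in sequence outside what the paper discusses and well above the mean of 0.1 in shuffled copies. It was in 19 Gli3-alone and 23 overlapping peaks, in 2 Gli3 whole face peaks and in 55 Hand2 peaks. Gli3 MNP peaks with it include one in an intron of *Snap25*, a gene of synaptic vesicle fusion (chromosome 2, 136714120 to 136714473). No biological explanation was tested.

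On the array of 5S ribosomal RNA genes of chromosome 8 (123538786 to 123622046, with 41 annotated 5S genes), which the paper does not mention, lay 38 Gli3 MNP peaks, all of them shared with Hand2, together with 43 Gli3 whole face peaks and 49 Hand2 peaks. Another 3 Gli3 MNP peaks lay on mitochondrial DNA. Repeated copies share reads, and what the signal reflects was not tested.

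CCTCC without GACCACCC marked most Gli3/Hand2 overlapping MNP peaks. The middle 200 bp left the share room to rise. There it was 67.9% compared to 66.1% in shuffled copies (Fisher's exact p = 0.13). The difference of 1.77 percentage points lies within the 5 points set for an effect of dinucleotide content and width alone. It cannot decide that question, since leaving out peaks with GACCACCC lowers it: 6.18% of overlapping peaks held that 8-mer, but 1.08% of a shuffled copy. In the same windows, CCTCC itself was in 71.6% of the peaks and 66.8% of a shuffled copy (Fisher's exact p = 3.1e-05). Among whole peaks, CCTCC itself was in 3.45 percentage points more than in their shuffled copies, which keep dinucleotide content and width. This excess passed the test (Fisher's exact p = 1.1e-06) but also lies within 5 points, and most shuffled copies held CCTCC too. The excess is not tied to Gli3, since Hand2 peaks without Gli3 also held CCTCC more often than their shuffled copies. The full GACCTCCC was 1.43-fold over shuffled in the middle 200 bp, between the bounds set for a site and for none, which leaves open whether these peaks hold it as a site. With GC content in the model, the odds ratio of GACCTCCC in 200 bp for overlap against Gli3-alone peaks was 0.601 (0.444 to 0.814), while in whole peaks it was 1.00 (0.799 to 1.26). The window held the 8-mer in 84 overlapping peaks compared to 225 for whole peaks, and in 91 compared to 133 Gli3-alone peaks. The lower odds ratio may thus follow from where midpoints fall. Neither odds ratio shows the 8-mer going with Hand2. Weaker matches that a matrix would score were not tested.

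GACCACCC was in fewer overlapping than Gli3-alone MNP peaks. The comparison at 200 bp (5.61 percentage points more in Gli3-alone peaks) cannot decide on width. There GACCACCC was in 206 overlapping peaks compared to 391 for whole peaks, and in 247 compared to 333 Gli3-alone peaks. The window thus lost more in the overlapping peaks. A shuffled copy, which keeps width and dinucleotide counts, held GACCACCC in 4.17% of overlapping and 3.01% of Gli3-alone peaks. Width and dinucleotide counts alone thus go the other way. The tables argue against GC content and width together (odds ratio 0.733, 0.621 to 0.866) and promoters (Mantel-Haenszel odds ratio 0.739, 0.629 to 0.869). They also argue against a feature of the MNP list alone (14.3 percentage points in the whole face list). Peak strength stays open, since the lists hold no scores, as does background of the FLAG antibody in open chromatin. A biological explanation is that Gli3 may reach sites with Hand2 without a full cGBM, a hypothesis that these peak lists do not test directly.

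Gli3 and Hand2 MNP peaks shared positions more often than random placements. The tables argue against promoters in both lists as the whole cause (3.82-fold at matched TSS distances). They also argue against open neighborhoods of 10 to 100 kb alone (13.6-fold over shifts of that size). The shifts do not keep the distance to a TSS, so promoters and neighborhoods together stay open. Open stretches narrower than 10 kb were not tested. The same open element taken up by the FLAG antibody in both experiments could give shared peaks too. The paper made a mock control ChIP on tissue of wild-type embryos, and the entry names of the whole face list refer to a mock ChIP, but its signal was not analysed here. Binding of both TFs to the same elements stays a hypothesis.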

How the results depend on the processing

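The alternatives added after the data were seen are the stretch shared with Hand2, the peaks of Supplementary file 5 and leaving out the 5S array and mitochondrial DNA; the others were planned. Over 16 results and 95 alternatives, 76 kept direction and side of the threshold (a count of lists within 1.5 times), 10 kept direction but no longer passed, 7 turned and 2 counts moved by more than 1.5 times. The overlap of Gli3 and Hand2 peaks passed under every alternative run (44.4 to 70.5%). GACCACCC remained higher in Gli3-alone peaks under each, but did not pass with peaks in Supplementary file 5 (5.57 points). The difference of GACCTCCC, -0.399 points, turned to 0.451 with 50% coverage, 1.83 in 200 bp, 1.66 in the whole face and 2.15 in the shared stretch. The shared stretch shortens only the overlapping peaks, while Gli3-alone peaks stay whole. Shorter sequence holds either 8-mer less often, so this setting cannot decide on the difference of GACCTCCC or GACCACCC. The odds ratio of T over A no longer passed with 50% coverage (1.06), in 200 bp (1.13), without promoter peaks (1.27), in the shared stretch (1.25) or with Supplementary file 5 (1.15). The CCTCC share compared to Gli3-alone peaks no longer passed with 1 mismatch (34.8%), the full 8-mer (6.03%) or 50% coverage (80.0%), and turned with CCACC as the cGBM (6.69%). CAGATG in Gli3 MNP peaks turned against flanks (0.622-fold), which are not matched for base composition. The promoter share, 5.32 points higher in overlapping peaks, did not pass at 500 bp (2.25) and turned with 50% coverage (-8.85). Enriched gene lists went from 2 to 5 for overlapping peaks without promoter peaks and to 3 with 50% coverage, and for Gli3-alone peaks from 2 to 1 with the single nearest TSS and to 3 without promoter peaks or with 50% coverage. Beyond the alternatives' own construction, the cause was not tested. Leaving out a replicate and the replicate block were not run: every entry names peaks of both replicates, but no positions or values of either. No paired analysis was possible because the lists give no value per replicate and the labels pair no replicate of one group with one of another. Depth is unknown, so peaks missed at low depth cannot be counted.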

Differences from the paper's values

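The search of stretches shared with Hand2 and the peaks that touch Supplementary file 5 were chosen after the values were seen; the other settings named here were set before the data were examined. Of 16 values that could be compared, 3 differ by more than 1.5 times.

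The paper's fold of the cGBM in Gli3-alone peaks is 9.8, and exact GACCACCC over shuffled copies gave 5.41. The value falls within 1.5 times the paper's in the middle 200 bp (10.6), over flanks 2 kb away (13.8) and without promoter peaks (11.9), and does not with 50% coverage by Hand2 (where it is lower), without repeats (5.39) or in the whole face (23.9). The paper's value comes from a motif matrix, and its methods name the peaks of Supplementary file 5 (957 in the Gli3 MNP sheet) as the set for motif enrichment, while 5.41 is from the larger deposited list. With the 283 deposited Gli3-alone peaks that touch a peak of that file, a setting added after the values were seen, the fold was 10.1.

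The paper's share of Gli3/Hand2 overlapping MNP peaks with GACCACCC is 2%, and the share found here was 11.7%. None of the settings chosen beforehand reaches it: 6.18% in 200 bp, 12.3% with 50% coverage, 12.3% in the whole face, 18.2% without promoter peaks and 11.1% without repeats. The paper's own Supplementary file 2, of which the first 1999 of 32896 rows of each sheet were used, lists 8.10% for the overlapping and 15.97% for the Gli3-alone peaks, at places 316 and 32. The search of the stretch shared with Hand2, chosen after seeing the values, gave 8.07% at place 315, near that file's value and not near 2%, and deposited overlapping peaks that touch a peak of Supplementary file 5, also chosen after the values were seen, gave 20.6%.

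The paper counts 628 overlapping peaks with a GBM and a Hand2 motif within 100 bp, and 132 held GACCNCCC and CAGATG. With CANNTG as the E-box the count was 500 and with CCTCC or CCACC as the GBM 925, both within 1.5 times the paper's, and in 200 bp it was 70. Under those 2 settings the most frequent arrangement was in 0.360% and 0.570% of peaks, above the paper's 0.2%. Which peak list the paper used for its 628 is not stated, so the peak sets may differ. Of the 957 Supplementary file 5 peaks, 620 shared at least 1 bp with a deposited Hand2 peak, while 3333 deposited Gli3 MNP peaks did.

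On directions, the paper states that T is more probable than A at the fifth position of the top GBM of overlapping MNP peaks. In exact GACCNCCC, A was more frequent than T in these peaks (40.3% and 23.1%), although the odds of T over A were higher than in Gli3-alone peaks, as in the whole face. The paper presents the dGBM as the motif of peaks shared by Gli3 and Hand2, and GACCTCCC was not more frequent there than in Gli3-alone peaks (6.75% and 6.35%). The paper reports bHLH motifs as enriched in Gli3 MNP peaks. CAGATG, CACGTG and CAGCTG were above shuffled copies, while CANNTG was not (0.968-fold). CAGATG was below flanking sequence, which is not matched to the peaks for base composition. The flank value thus cannot decide on the paper's enrichment.

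At the loci, the paper shows Gli3 and Hand2 together at *Maf*, where no deposited Gli3 peak lay within 50 kb. At *Myh6* 1 of 2 overlapping MNP peaks held GACCACCC, while those at *Foxd1* and *Plagl1* held none. The paper sets *Ptch1* apart as rich in cGBMs, and in the MNP lists GACCACCC was in peaks shared with Hand2 (3 of 6) and not in the Gli3-alone peak, while in the whole face list a Gli3-alone peak held it too. The promoter proximal elements of *Foxd1* lie under no deposited peak, and the E-box sequence of the downstream element lies 57 bp outside the closest Gli3 MNP peak.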

Other observations

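The counts in this part were chosen after the results were seen, except the genes with the most Gli3-alone peaks, whose rule was fixed beforehand.

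Gli3 MNP peaks formed a row of short steps between *Ezh2* and *Pdia4* on chromosome 6. From 47650764 to 47778415 there were 20 Gli3 MNP peaks, 10 of them shared with Hand2, with a median step of 4353 bp, and 14 of 19 steps were between 4 and 5 kb. The same stretch held 2 Gli3 whole face peaks and 10 Hand2 peaks. The paper does not report this stretch.

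Among Gli3-alone peaks, *Gm11168* and *Gm10721*, both at the start of chromosome 9, had 7 and 6 peaks, and *Zfy1* on the Y chromosome had 7. Pieces of the RE1-like element were also frequent in the middle 200 bp of Gli3-alone peaks: TCAGCACC was in 101 peaks compared to a shuffled mean of 17.7. No explanation was tested for these counts.

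In Hand2 peaks without Gli3, AAACCAGA was in 2450 peaks compared to a shuffled mean of 643.8 in the middle 200 bp, and CCCCGCCC in 1767 compared to 442.8. Among the lists of Supplementary file 6 for overlapping peaks, which the study chose on these peaks, 10 of 12 axon guidance genes and 25 of 32 genes of cell population proliferation were next to an overlapping peak, and 3 and 7 to a Gli3-alone peak.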
